# Silencing of the ER and Integrative Stress Responses in the Liver of Mice with Error-Prone Translation

**DOI:** 10.3390/cells10112856

**Published:** 2021-10-23

**Authors:** James Moore, Ivan Osinnii, Amandine Grimm, Björn Oettinghaus, Anne Eckert, Stephan Frank, Erik C. Böttger

**Keywords:** error-prone translation, ribosomal misreading, mistranslation, proteostasis, liver, ER-UPR, ER stress, Sirtuin-1, RNA-Seq

## Abstract

Translational errors frequently arise during protein synthesis, producing misfolded and dysfunctional proteins. Chronic stress resulting from translation errors may be particularly relevant in tissues that must synthesize and secrete large amounts of secretory proteins. Here, we studied the proteostasis networks in the liver of mice that express the *Rps2*-A226Y ribosomal ambiguity (*ram*) mutation to increase the translation error rate across all proteins. We found that *Rps2*-A226Y mice lack activation of the eIF2 kinase/ATF4 pathway, the main component of the integrated stress response (ISR), as well as the IRE1 and ATF6 pathways of the ER unfolded protein response (ER-UPR). Instead, we found downregulation of chronic ER stress responses, as indicated by reduced gene expression for lipogenic pathways and acute phase proteins, possibly via upregulation of Sirtuin-1. In parallel, we observed activation of alternative proteostasis responses, including the proteasome and the formation of stress granules. Together, our results point to a concerted response to error-prone translation to alleviate ER stress in favor of activating alternative proteostasis mechanisms, most likely to avoid cell damage and apoptotic pathways, which would result from persistent activation of the ER and integrated stress responses.

## 1. Introduction

Accurate protein synthesis is central for the efficient translation of genomic information into functional proteins. However, protein translation is inherently error prone, with errors in mRNA decoding by the ribosome resulting in the missense incorporation of near-cognate aa-tRNAs, reportedly occurring at every one per 10^3^–10^4^ codons [1]. At this rate, around one-fifth of average length proteins (~400 codons) will contain a missense substitution, with protein misfolding as a common outcome [2,3,4].

A proteostasis network including chaperones and protein degradation systems, such as the ubiquitin-proteasome system, is known to facilitate folding or remove terminally misfolded and aggregated proteins [5]. In addition, different cellular compartments are equipped with protein quality control machineries and systems for sensing and correcting for the presence of misfolded proteins, such as the unfolded protein response (UPR) in the endoplasmic reticulum (ER). The ER-UPR consists of three major branches: (i) PERK, upstream of eIF2a; (ii) IRE1, upstream of XBP1; and (iii) ATF6 [6]. Together, these co-ordinate transcriptional and translational programs in response to protein misfolding that reduce protein synthesis, increase protein folding capacity, and promote ER-associated protein degradation [7]. However, while transient activation of the ER-UPR restores proteostasis, persistent activation initiates apoptotic pathways, as seen in response to several acute pharmacological insults that induce severe protein folding defects in the ER [8]. In addition, the accumulation of misfolded proteins in the ER causes ER stress, which is associated with chronic diseases, such as steatosis, activation of systemic inflammatory pathways, and acute phase responses [9,10,11].

The integrated stress response (ISR) is another more general adaptive response to stress conditions, including the accumulation of misfolded proteins in the ER. The ISR overlaps with the ER-UPR via the PERK pathway and serves to restore proteostasis by regulating the rate of translation initiation [12]. The salient feature of ISR activation is phosphorylation of eIF2a in response to stress [13], resulting in a general reduction in mRNA translation, and increased translation of some specific mRNAs, including ATF4, GADD34, and Bim. In the liver, ISR activation also promotes lipogenic pathways compartmentalized in the ER, including fatty acid elongation, cholesterol biosynthesis, and triglyceride biosynthesis, through the activation of SREBP transcription factors [14,15,16]. Over time, activation of the ISR in liver fosters hepatosteatosis and diminished glucose tolerance [16].

Response pathways in the proteostasis network—particularly the ISR and the ER-UPR—have been studied mostly by targeted gene deletion experiments or by selective activation of specific sensors, e.g., PERK activation along with eIF2a phosphorylation. While these studies have yielded great insights, the narrow and acute manipulation of the proteostasis network does not reflect more widespread and longer-lasting stress conditions. As such, we require a more holistic view of how the proteostasis network manages a chronic low-level build-up of misfolded protein, such as is seen from translation errors. Here, we studied the proteostatic networks in the liver of mice with error-prone translation, focusing on the activation of proteostatic mechanisms and the effect on ER-UPR/ISR. Liver tissue is of particular interest in the study of ER proteostasis because it is rich in ER and synthesizes high levels of secretory proteins [17]. Our previous study of mistranslation in cell culture using HEK 293 cells expressing the *Rps2*-A226Y *ram* mutation revealed that chronic proteostatic stress led to translational slowdown and reduced protein import into the ER, thereby decreasing the ER-UPR and avoiding apoptosis [18]. However, the effects of mistranslation on ER proteostasis in vivo have rarely been studied.

Here, we made use of heterozygous knock-in *Rps2*-A226Y mice (hereafter referred to as A226Y mice), which express the ribosomal ambiguity (*ram*) mutation *Rps2*-A226Y [19]. Functionally, the RPS2 protein forms an interface with RPS9 on the small ribosomal subunit. During domain closure, induced by cognate tRNA binding, this interface is disrupted, and the two proteins move apart to allow a conformational change [1]. As with other *ram* mutations, *Rps2*-A226Y disrupts this interface and reduces the energetic cost of domain closure, increasing the probability that near-cognate tRNA binding could also induce domain closure, thus lowering translational accuracy [1,20,21]. *Rps2*-A226Y increases the frequency of stochastic near-cognate missense amino acid incorporation, resulting in elevated levels of misfolded proteins [18]. We used RNA-Seq to profile the liver transcriptome of A226Y mice, and biochemical analysis to investigate the activation of the ISR/ER-UPR and other proteostasis mechanisms in the liver. We observed an absence of the ISR and a downregulation of the ER stress responses in A226Y mice, and simultaneous reshaping of gene expression to activate alternative proteostasis mechanisms. Our results highlight potential adaptations of the proteostasis system under long-term stress, to circumvent chronic activation of the ER-UPR and ISR in favor of less detrimental pathways, including stress granule formation and proteasome degradation.

## 2. Materials and Methods

### 2.1. Rps2-A226Y Transgenic Mice

The transgenic mouse strains *Rps2^A226Y/WT^* and *Rps2^loxP/WT^* have been described previously [19]. In brief, the generation of *Rps2*-A226Y mice was by knock-in using a targeting vector containing a transcriptional STOP cassette flanked by *lox*P sites inserted in exon 1 of *Rps2* in the 5′ UTR upstream of the ATG start codon, and a mutated exon 3 (A226Y; GCC-TAC). Integration of the target vector by knock-in will result in heterozygous *Rps2^loxP/WT^* mice that are haploinsufficient for *Rps2* due to the transcriptional STOP cassette, which inactivates the targeted *Rps2* gene locus. Upon Cre induction by mating with CRE deleter mice, the *loxP*-STOP-*loxP* cassette will be excised and the mutant gene expressed.

Linearized targeting vectors were transfected into 129/Sv embryonic stem (ES) cells, which were then isolated and genotyped. Recombined ES cell clones were microinjected into C57BL/6 mice blastocysts and gave rise to male chimeras. Breeding with wild-type C57BL/6 mice produced *Rps2^loxP/WT^*. These mice were backcrossed to C57BL/6 mice for 7 generations. The heterozygous *Rps2^loxP/WT^* line was crossed with C57BL/6 CRE deleter mice (CMV-Cre) to produce the heterozygous *Rps2^A226Y/WT^* line. For each line, mice were genotyped by PCR, Southern blot, and sequencing.

Analysis of 345 pups produced from breeding *Rps2^loxP/WT^* with CMV-Cre mice found 28 with Cre-mediated recombination of *Rps2*-A226Y, although standard Mendelian genetics would predict 86 (25%), and in these 28 pups, recombination was never present in all cells, but only mosaic animals with partial excision of the targeted allele were identified. To attempt segregation of the excised *Rps2^A226Y^* mutant allele from the floxed non-excised *Rps2^loxP^* allele, three of the partially excised heterozygous males were mated one generation further with C57BL/6 wild-type females, but fully excised mice bearing only the *Rps2^A226Y^* allele were not detected in the 168 pups analyzed. The presence of both the *Rps2^loxP^* and the *Rps2^A226Y^* alleles in the *Rps2^A226Y/WT^* mice (referred to as A226Y mutants) was confirmed by Southern blot [19]. Despite analysis of 513 mice in total, mice displaying excision of the *loxP*-STOP-*loxP* cassette in all cells were never identified.

Liver was carefully isolated from female animals at 15 months of age, snap frozen, and stored at −80 °C until further analysis.

### 2.2. RNA Extraction, cDNA Library Preparation, and Sequencing

RNA was extracted from the liver using TRIzol reagent (Invitrogen, Waltham, MA, USA, 15596026) according to the manufacturer’s instructions. The quality of the isolated RNA was assessed using a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Only those samples with a 260 nm/280 nm ratio between 1.8 and 2.1 and a 28S/18S ratio from 1.5–2 were further processed; all samples used for RNA sequencing had RIN (RNA Integrity Number) ≥ 7.5.

RNA sequencing (RNA-seq) was performed by GATC (Konstanz, Germany). Library preparation was performed with an optimized protocol using standard Illumina (San Diego, CA, USA) adapter sequences. Sequencing was performed with Illumina technology HiSeq 4000 (read mode 1 × 50 bp).

### 2.3. Dual-Luciferase Mistranslation Reporter Assay

Mistranslation was assessed as described previously [18,22], with some modifications. Briefly, misreading was determined using the pRM hRluc-hFluc H245R vector, where His245 (CAC codon) of the humanized firefly luciferase (hFluc) was replaced by Arg245 (near-cognate CGC codon or non-cognate AGA codon). Read-through was determined using pRM hRluc-hFluc D357X, where Asp357 (GAC codon) of hFluc was replaced by a UGA nonsense-codon. HEK 293 cells were first transfected with a vector containing either wild-type *Rps2* or *Rps2*-A226Y plus a hygromycin resistance cassette, using TurboFect (Thermo Scientific, Waltham, MA, USA, R0531) according to the manufacturer’s instructions, and then grown for 10–14 days in the presence of hygromycin (100 μg/mL). Surviving cells were collected and allowed to grow evenly on a new plate, then transfected with a misreading or read-through reporter construct. After 24 h of incubation, cells were lysed and luminescence measured with the Dual-Luciferase^®^ reporter assay system (Promega, Madison, WI, USA, E1980) according to the manufacturer’s instructions, using the FLx800 luminometer (BioTek Instruments, Winooski, VT, USA). Renilla luciferase (Rluc) activity was used as an internal control and misreading and read-through were calculated from the ratio of Fluc/Rluc activity. Fluorescence ratios were normalized, such that the mean values of non-transfected HEK 293 cells, measured in parallel, were equal to 100.

### 2.4. Transcriptome Analysis

The quality of the reads was assessed using FastQC and potential contaminations were evaluated with FastQ Screen using bowtie2 v.2.1.0 [23] default parameters. Quantification of gene expression was performed using the RSEM package (version 1.2.18) [24] mapping against the Ensembl 75 annotations derived from the mouse genome assembly GRCm37. Genes not present (<10 counts per gene) in at least 50% of the samples from one condition were discarded from further analyses. For mutation-related changes, comparisons were made between 10 *Rps2*-A226Y-expressing mutants and 8 Cre-recombinase-expressing wild-type mice, all females. Differential gene expression analysis between groups was performed using the R/bioconductor package edgeR [25]. To evaluate functional changes, differentially expressed genes (*p* < 0.05) were mapped to known biological ontologies and gene pathways based on the Gene Ontology (GO), WikiPathways, and KEGG projects using the functional annotation tool EnrichR [26]. Pathways or GO terms with Benjamini–Hochberg FDR-adjusted *p*-values < 0.05 were considered statistically significant. Visualization of the gene expression within KEGG pathways was done using the R/bioconductor package pathview (version 1.24.0) [27].

### 2.5. Western Blot

Liver tissue was lysed on ice in RIPA lysis buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris pH 8.0) with Roche cOmplete protease inhibitor (Sigma-Aldrich, St. Louis, MO, USA, 11697498001) and HALT^TM^ Phosphatase Inhibitor Cocktail (Thermo Scientific, Waltham, MA, USA, 78420). Tissue was disrupted by grinding with a pestle while in the lysis buffer, on ice. Lysates were then centrifuged (15,000× *g*, 10 min), supernatant aspirated, and normalized to the protein concentration as measured using a Micro BCA Protein Assay Kit (Thermo Scientific, Waltham, MA, USA, 23235). Samples were boiled in SDS sample buffer for 5 min and resolved by SDS-PAGE. The specific antibodies used were: from Cell Signaling Technology (CST) (Danvers, MA, USA) IRE1α (#3294), eIF2α (#2103), phospho-eIF2α (Ser51) (#9721), ATF6 (#65880), ATF4 (#11815), SirT1 (#9475), Bim (#2933), Akt (#9272), phospho-Akt (Ser473) (#4060), 4E-BP1 (#9644), phospho-4E-BP1 (Thr37/46) (#9459) and eIF4E (#9742); from Thermo Scientific (Waltham, MA, USA) GADD34 (PA1-139); and from Abcam (Cambridge, UK) phospho-IRE1α (Ser724) (ab48187), GRP78 BiP (ab21685), anti-beta Tubulin (ab6046), Anti-Rabbit IgG (HRP) (ab205715) and Anti-Mouse IgG H&L (HRP) (ab6728). Full Western blot gel images are provided in Supplementary Materials Figures S10–S13. Akt control cell extracts (CST, #9273) and HEK 293 cell lysate (lysed in RIPA lysis buffer with protease and phosphatase inhibitors) were used as controls as indicated in the Supplementary Materials Figures S10, S11 and S13. Densitometry was measured using Image Lab software from Bio-Rad (Hercules, CA, USA), and a two-sided unpaired Student’s *t*-test was used to determine *p*-values.

### 2.6. qRT-PCR

The level of XBP1 splicing was measured by qRT-PCR using XBP1-specific primers that amplify spliced and un-spliced XBP1 mRNA. mRNA levels of Sirt1, C2, and Mup6 were corroborated by qRT-PCR using specific amplification primers. RNA samples were reverse transcribed into cDNA using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Waltham, MA, USA, 4387406) according to the manufacturer’s instructions. cDNA was analyzed using a 7500 Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA) and a pair of gene-specific primers for each selected gene. qPCR was performed with 5x EvaGreen QPCR Mix (Bio&Sell, Feucht, Germany, BS76.590) and 20ng of cDNA per reaction. The transcript levels of target genes were normalized to the mean transcript levels of housekeeping genes (GAPDH, Rpl41, Actb) from the same sample as an internal control, and the fold change of A226Y mutant relative to WT was calculated as 2^−ΔΔCT^. The following primers were used: un-spliced XBP1 forward 5′-CAG CAC TCA GAC TAT GTG CA-3′; spliced XBP1 forward 5′-AGT CCG AAT CAG GTG CAG -3′; spliced & un-spliced XBP1 reverse 5′-GTC CAT GGG AAG ATG TTC TGG-3′; Sirt1 forward 5′-GGA GCA GAT TAG TAA GCG GCT TG-3′, reverse 5′-GTT ACT GCC ACA GGA ACT AGA GG-3′; C2 forward 5′-CAG GAT GTG ACG GAG GTG ATC A-3′, reverse 5′-AGG CGA TCC ATC TGG CTT TGC A-3′; Mup6 forward 5′-GGA AAC CTT CCA GCT GAT GTC G-3′, reverse 5′-CTC TAA TGA TTC CAT GCT CCT CAC-3′; GAPDH forward 5′-CAT CAC TGC CAC CCA GAA GAC TG-3′, reverse 5′-ATG CCA GTG AGC TTC CCG TTC AG-3′; Rpl41 forward 5′- GCC ATG AGA GCG AAG TGG -3′, reverse 5′- CTC CTG CAG GCG TCG TAG -3′; Actb forward 5′-CCT CCC TGG AGA AGA GCT ATG-3′, and reverse 5′-TTA CGG ATG TCA ACG TCA CAC-3′. An unpaired two-sided Student’s *t*-test was used to determine the *p*-value.

### 2.7. TaqMan RT-PCR

The relative ratios of mouse wild-type Rps2 and Rps2-A226Y mRNA were measured using Taqman RT-PCR, with primers flanking the site of mutation (forward 5′-GGT GAC AGG CCG CTG TGG CTC TGT GCT GGT-3′, reverse 5′-AAG TTG CCC AGG GTG GCA GTG CAG-3′) and TaqMan probes specific for wild-type *Rps2* (5′-TGC TAC ACT TCA GCC-3′, NED) or Rps2-A226Y (5′-CTA CAC TTC ATA CAG AG-3′, FAM). Experiments were conducted using a TaqMan™ kit (Thermo Scientific, Waltham, MA, USA, 4352405) and the 7500 Fast Real-Time PCR System (Applied Biosystems, Waltham, MA, USA); amplification of 40 cycles (95 °C for 20 s and 60 °C for 45 s). The 2^−ΔΔCT^ method was used to calculate the ratio between wild-type and mutant mRNA.

### 2.8. Proteasome Activity Assay

Liver tissue was lysed with a pestle in ice-cold lysis buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 5 mM EDTA, 0.5% NP40, 2 mM DTT) and rotated at 4 °C for 1 h. After centrifugation (16,000× *g*, 10 min, 4 °C), the protein concentration of the supernatant was determined using the Micro BCA Protein Assay Kit (Thermo Scientific, Waltham, MA, USA, 23235). The chymotrypsin activity assay was performed with 15 μg of total protein in 96-well plates, with 50 μM Suc-Leu-Leu-Val-Tyr-AMC peptide substrate (Adipogen Life Sciences, San Diego, CA, USA, AG-CP3-0016) (200 μL total). Fluorescence (excitation 380 nm, emission 460 nm) was measured after 1 h of incubation at 28 °C using a microplate fluorometer Cytation 5 (BioTek Instruments, Winooski, VT, USA). In parallel, the same test was performed in the presence of 100 µM MG-132 (Sigma-Aldrich, St. Louis, MO, USA, M7449) to inhibit the proteasome, and the resulting fluorescence was taken as the non-proteasome specific degradation activity and subtracted from the first fluorescence values. Mean values were taken from six technical replicates. Due to rare occurrences of erroneously high fluorescence measurements across replicates, values above the inter-quartile range of the replicate mean for each sample were removed. A two-sided unpaired Student’s *t*-test was used to determine the *p*-value.

### 2.9. Stress Granule Assay

Equal amounts of liver tissue were ground using a pestle in ice-cold lysis buffer (50 mM Tris pH 7.6, 50 mM NaCl, 5 mM MgCl_2_, 0.1% NP-40, 1x protease inhibitor cocktail (Roche cOmplete (Sigma-Aldrich, St. Louis, MO, USA, 11697498001))) and rotated at 4 °C for 1 h. Lysate was centrifuged at 2000× *g* for 2 min to remove debris and nuclei. The cytosolic supernatant was collected without disrupting the nuclei pellet. After measuring the protein concentration using the Micro BCA Protein Assay Kit (Thermo Scientific, Waltham, MA, USA, 23235), equal amounts of total protein were centrifuged at 10,000× *g* for 10 min to separate the soluble cytosolic fraction from the insoluble ribonuclueoprotein granule fraction (RG). The RG was reconstituted in 6 M urea buffer (6 M urea, 100 mM Tris pH 8.0, 10 mM magnesium acetate, 2% SDS, 10 µM DTT, 1x protease inhibitor cocktail (Roche cOmplete (Sigma-Aldrich, St. Louis, MO, USA, 11697498001)). Samples were boiled in SDS sample buffer for 5 min and resolved by SDS-PAGE. The primary antibodies used were eIF4E (CST, Danvers, MA, USA, #9742) and anti-beta Tubulin (Abcam, Cambridge, UK, ab6046), with Anti-Rabbit IgG (HRP) (Abcam, Cambridge, UK, ab205715) secondary antibody. Densitometry was measured using Image Lab software from Bio-Rad (Hercules, CA, USA), and a two-sided unpaired Student’s *t*-test was used to determine *p*-values.

### 2.10. Preparation of Isolated Mitochondria from Liver

Mitochondria were isolated from the liver as previously described [28]. In brief, liver was dissected on ice, washed in ice-cold PBS 10 mM EDTA, and homogenized with a glass homogenizer (10–15 strokes, 400 rpm) in 1 mL of ice-cold LMI buffer (210 mM mannitol, 70 mM sucrose, 10 mM HEPES, 1 mM EDTA, 0.45% BSA, 0.5 mM DTT, 5× Roche cOmplete protease inhibitor (Sigma-Aldrich, St. Louis, MO, USA, 11697498001)). Liver homogenates were centrifuged at 1450 g for 7 min at 4 °C to remove nuclei and tissue particles; centrifugation was repeated with the supernatant fraction for 3 min. The resulting supernatant fraction was centrifuged at 10,000× *g* for 5 min at 4 °C to pellet mitochondria. The resulting pellet was re-suspended in 1 mL of LMI and centrifuged at 1450× *g* for 3 min at 4 °C to remove debris. The mitochondria-enriched supernatant was centrifuged at 10,000× *g* for 5 min at 4 °C to obtain the mitochondrial fraction. This fraction was re-suspended in 300 μL of PBS, followed by determination of the protein content.

### 2.11. Oxygen Consumption and ATP Measurements in Isolated Mitochondria

Rates of oxygen consumption were measured in isolated mitochondria using a Seahorse Bioscience XF24 Analyzer (Agilent, Santa Clara, CA, USA), following the manufacturer’s protocol and as previously described [29]. Briefly, mitochondria were diluted 1:10 in cold 1 x MAS containing 10 mM succinate, 2 mM malate, and 10 mM pyruvate. In total, 50 μL of mitochondrial suspension (5 μg mitochondrial protein/well) were delivered to each well of a XF Cell Culture microplate (Agilent, Santa Clara, CA, USA) and centrifuged at 2000× *g* for 20 min at 4 °C to let mitochondria adhere to the wells. After centrifugation, 450 μL of pre-warmed (37 °C) 1 x MAS plus substrates were added to each well and the plate was incubated for 5 min at 37 °C in a CO2-free incubator prior to the experiment. The plate was placed in a XF24 Analyzer and oxygen consumption rates were assessed under different respiratory states as described [29], except that oligomycin was added to a final concentration of 2.5 μg/mL.

The ATP content was determined using the Vialight plus kit (Lonza, Basel, Switzerland, LT07-121) following the manufacturer’s instructions and normalization per protein content.

### 2.12. Determination of Superoxide Anion Radicals

MitoSOX™ Red (Thermo Scientific, Waltham, MA, USA, M36008) reagent is a fluorogenic dye that specifically targets mitochondria in live cells. Oxidation of MitoSOX™ Red reagent by superoxide produces red fluorescence. Liver homogenate samples were adjusted to 1 mg protein/mL in HBSS. In total, 150 μL of a 5 μM MitoSOX™ reagent working solution (prepared according to the manufacturer’s protocol) were added to 250 μL of sample, followed by incubation at 37 °C for 10 min, protected from light. Then, samples were centrifuged for 3 min at 500× *g*. After discarding the supernatant, the pellets were washed three times with 250 μL of HBSS (3 min at 500 g). Finally, the samples were transferred into a 96-well plate (final volume of 100 μL per well) and fluorescence was detected using the Victor X5 multiplate reader (PerkinElmer, Waltham, MA, USA) at 510 (excitation) and 580 nm (emission). The intensity of fluorescence is proportional to superoxide anion radicals in mitochondria.

### 2.13. Histopathological Analyses

Liver tissue of *Rps2*-A226Y mutant mice (at 15 months of age) was histologically assessed in comparison to age-matched wild-type littermates (A226Y mutant *N* = 3; WT *N* = 3) (all analyzed animals were females). Following formalin-fixation and paraffin-embedding, 8-μm-thick sections were subjected to the following standard histochemical stains to screen for pathological liver tissue changes [30]: hematoxylin-eosin (H&E) to assess histological abnormalities, such as inflammation or necrosis; D-PAS to detect bile duct integrity; chromotrope aniline blue (*CAB*) and Orcein to assess connective tissue collagen; and Prussian blue to detect iron deposits.

### 2.14. Transcriptome Data Deposition

Transcriptome data are available through the Gene Expression Omnibus (GEO), accession number GSE173101.

## 3. Results

### 3.1. The Rps2-A226Y Mouse Model

The ability of the *Rps2*-A226Y mutation to induce mistranslation, i.e., misreading and stop-codon read-through, as established in [18], was confirmed using a dual-luciferase mistranslation reporter system [18,22] in HEK 293 cells transfected with either *Rps2* wild-type (WT) or *Rps2*-A226Y. To measure misreading, the active site (H245) of firefly luciferase (Fluc) was mutated from CAC to CGC, resulting in a non-functional protein. For read-through, stop-codon TGA was introduced at D357 of Fluc to induce truncation and inactivation. Compared to *Rps2* WT, the synthesis of functional Fluc was significantly higher for *Rps2*-A226Y, for both misreading and read-through, indicating increased mistranslation as a result of the A226Y mutation (Supplementary Materials Figure S1).

The A226Y mouse model is based on a conditional *Rps2*-A226Y allele, which consists of a transcriptional stop-cassette flanked by *loxP* sites inserted into exon 1, and a mutated exon 3 (A226Y). Knock-in integration of the *loxP* allele produces heterozygous *Rps2^loxP/WT^* mice, which are haploinsufficient for *Rps2* due to inactivation of the targeted gene locus by the transcriptional stop-cassette (see Supplementary Materials Figure S2c). To obtain *Rps2^A226Y/WT^* mice, heterozygous *Rps2^loxP/WT^* mice were crossed with a CMV-Cre transgenic mouse line expressing Cre recombinase ubiquitously under control of the CMV promoter, resulting in heterozygous *Rps2^A226Y/WT^* mice. However, Cre-mediated excision in the *Rps2^A226Y/WT^* mice was never complete, such that recombination of the *Rps2* gene locus was present in all cells, as only mice with partial excision of the targeted allele were identified. This resulted in genetic mosaicism of the targeted *Rps2* gene locus in heterozygous *Rps2^A226Y/WT^* mice, with the presence of both non-excised floxed (*Rps2^loxP/WT^*) cells and fully excised A226Y mutant (*Rps2^A226Y/WT^*) alleles [19]. Across the liver of A226Y mutant mice, levels of mutant A226Y mRNA corresponded to approximately 25% of total *Rps2* mRNA, on average (Supplementary Materials Figure S2d).

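Liver RNA was sequenced from 10 female *Rps2*-A226Y mice and from 8 female wild-type mice that carried the CMV-Cre transgene, with 1 library per mouse and all animals 15 months old. The methods state that short single-end reads were quantified per gene with RSEM. The authors deposited a whole-number count per gene and mouse for 22524 Ensembl genes, without normalization. The total count per mouse ranged from 23850565 to 62126131 in the A226Y mice (median 32058379) and from 25869192 to 34918732 in the WT mice (median 31702989). No 2 mice of the same genotype had counts that differed by as little as the sampling noise, since the chi-square statistic per degree of freedom was at least 19.96 for every pair. As in the methods, genes reaching 10 counts in at least 50% of the mice of one genotype were kept, which left 13353 genes. Counts were scaled with the TMM method of edgeR and compared with its quasi-likelihood test, which is two-sided, and p-values were adjusted over all tested genes with the Benjamini-Hochberg method. The paper's text names edgeR but not which of its tests was used. Gene symbols, transcript lengths and coordinates were taken from the GENCODE M21 annotation of GRCm38, in which 22214 of the identifiers were found. The counts do not separate mutant from wild-type transcripts of *Rps2*, and they do not show strand, so overlapping genes were treated as uncertain.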

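*Rps2* (ENSMUSG00000044533) lies on chromosome 17 of GRCm38 from 24718116 to 24721929 on the plus strand. The codon changed in A226Y occupies, in the coding transcript, positions 24721269 to 24721271, in exon 3 of 5 (24720969 to 24721302), within a coding sequence of 293 codons. The reference codon is GCC, for alanine, in the sequence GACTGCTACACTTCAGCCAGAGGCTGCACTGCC. Summed over both alleles, the expression of *Rps2* was 68.6 ± 13.3 CPM (counts scaled to library size with TMM; SD, n = 10) in the A226Y mice and 114.0 ± 13.0 CPM (SD, n = 8) in the WT mice. Its log2 fold change was −0.73 (standard error 0.11, adjusted p = 0.000772 from edgeR's quasi-likelihood test). *Rps2* was lower in each of the 10 A226Y mice than in any WT mouse (two-sided exact permutation test, p = 2.29e-05). With each mouse left out in turn, the log2 fold change stayed between −0.77 and −0.68. With surrogate variables as covariates it was −0.96 (adjusted p = 0.000997).

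**Figure D1:**
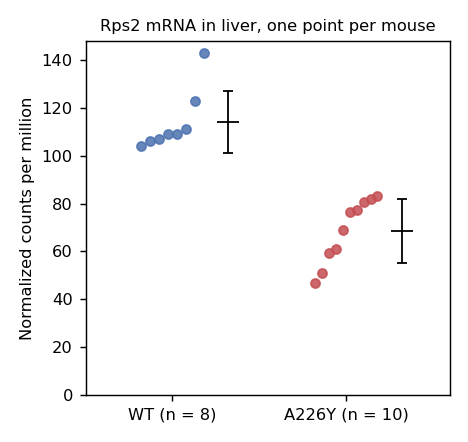
Normalized expression of *Rps2* in CPM (vertical axis) for each A226Y and WT mouse (points), with the mean and SD of each genotype. The 10 A226Y mice lie between 46.9 and 83.0 CPM and the 8 WT mice between 104.0 and 143.0 CPM.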

RNA-Seq was performed on liver tissue and comparisons were made between A226Y mice and Cre-recombinase expressing wild-type control mice (WT). Global transcriptome analysis revealed that with a *p*-value < 0.05, 3897 genes were differentially regulated in the A226Y mutants compared to wild type (Supplementary Materials Figure S2). 

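From the deposited counts, 3953 of the tested genes had an unadjusted p-value under 0.05, of which 1986 were higher and 1967 lower in the A226Y mice (50.2% higher). This count was 1989 genes with the surrogate variables. Without scaling beyond the library size, the count was 4006 and 65.9% of the genes were higher. Among genes with a mean of at least 1 CPM and an adjusted p-value under 0.05, the largest increase was that of *E030018B13Rik*, with a log2 fold change of 3.27 (standard error 0.69). It was followed by *Marveld3* (2.49, standard error 0.46), *Treh* (2.33, standard error 0.52), *Tuba8* (1.91, standard error 0.48) and *Ptgfr* (1.88, standard error 0.34). Their adjusted p-values were 0.00531, 0.00289, 0.00671, 0.013 and 0.00253. With the surrogate variables their log2 fold changes were 1.355, 0.878, 0.896, 0.596 and 1.866. The adjusted p-values of that fit were 0.335, 0.115, 0.32, 0.366 and 0.0677. The largest decrease was that of *Iglv2*, with a log2 fold change of −4.51 (standard error 1.11, adjusted p = 0.0121). It rested on a single WT mouse, animal 13, without which it was −0.63. The same animal carried the decrease of *Iglc2*, from −2.97 (adjusted p = 0.0216) to −0.49 when it was left out. The decrease of *Serpina1e* (−3.16, adjusted p = 0.0324) rested on WT animal 33, without which it was −0.32. The decreases of *Cyp3a41b* and *Mup9* were −3.77 (standard error 1.0, adjusted p = 0.0167) and −3.68 (standard error 1.05, adjusted p = 0.0248). Like *Serpina1e*, both belong to families of near-identical genes between which short reads could be split, so their values are uncertain. With 1 mouse left out at a time, the log2 fold change of *Mup9* ranged from −4.17 to −2.01, and its adjusted p-value reached 0.157. Under DESeq2 it was −1.86 (adjusted p = 0.146).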

To control for a possible effect of *Rps2* haploinsufficiency in A226Y mutants as a result of mosaic expression of *Rps2*-A226Y in the liver, we compared gene expression in haploinsufficient *Rps2^loxP/WT^* mice with the appropriate non-haploinsufficient wild-type controls. Compared to A226Y mice, *Rps2^loxP/WT^* mice showed low numbers of differentially expressed genes relative to wild type (FDR-adjusted *p*-value < 0.05 found 11 in *Rps2^loxP/WT^* compared to 1890 in A226Y) and very little overlap in those regulated genes (Supplementary Materials Figure S3). This clear difference indicates independent and pronounced effects of the A226Y mutation beyond any possible haploinsufficiency effect.

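In the comparison of A226Y with WT mice, 1910 genes had an adjusted p-value under 0.05. Of these genes, 971 were higher and 939 lower in the A226Y mice (50.8% higher). With the surrogate variables 50 genes passed, 40 of them among the 1910. A per-library correction for transcript length left 1014 genes (33.8% higher, 939 shared) and a correction for GC content left 1002 (39.1% higher, 993 shared). Both corrections were fitted over all listed genes, unexpressed ones included, and were added to the TMM scaling. They can thus also take up depth and scale, so the lost calls do not measure a length or GC bias. With library size as the only scaling, 2059 genes passed, of which 67.9% were higher. With 1 mouse left out at a time, the count ranged from 1255 to 2560. The *Rps2*-loxP mice were not analysed here.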

### 3.2. Proteostatic Response—Absence of ER-UPR and ISR Activation in A226Y Liver

Focusing on the transcriptome of A226Y mice, we used enrichment tools to characterize the gene pathways differentially regulated. 

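For pathways, 23 gene sets were written by hand from gene symbols, since the paper does not list the members of its terms. For 3 of them the members are the genes shown in Figure 3d–f. For each set, its share of genes with an unadjusted p-value under 0.05 was compared with that of the other tested genes, by a one-sided Fisher's exact test for higher and for lower genes, with Benjamini-Hochberg adjustment over the 46 tests. Among all tested genes, 14.9% were higher and 14.7% lower by this criterion. Of the 20 sets not drawn from Figure 3, 13 had an adjusted p-value under 0.05 in the direction in which they were listed. The 3 lists of Figure 3 had one too. The paper drew the complement and MUP lists from its own calls on these mice, so this does not test them. It took the SREBP-2 list from an earlier study, so this reason does not apply to that list. Most of the other 20 sets, with their directions, follow terms that the paper reported from these mice. Their agreement is thus not independent of its selection. The complement and coagulation set and the set of all MUP genes also contain the genes of Figure 3d and 3f. Fisher's test treats genes as independent. The camera test of limma, which allows for the correlation between genes, gave no set an adjusted p-value under 0.05, with 0.213 as the lowest, and 3 sets an unadjusted one. A score per mouse was therefore also computed for each set, as the mean over its genes of log2 CPM (prior count 2) centred on the mean of all mice. Scores were compared with a two-sided exact permutation test, adjusted over the 23 sets.

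**Figure D2:**
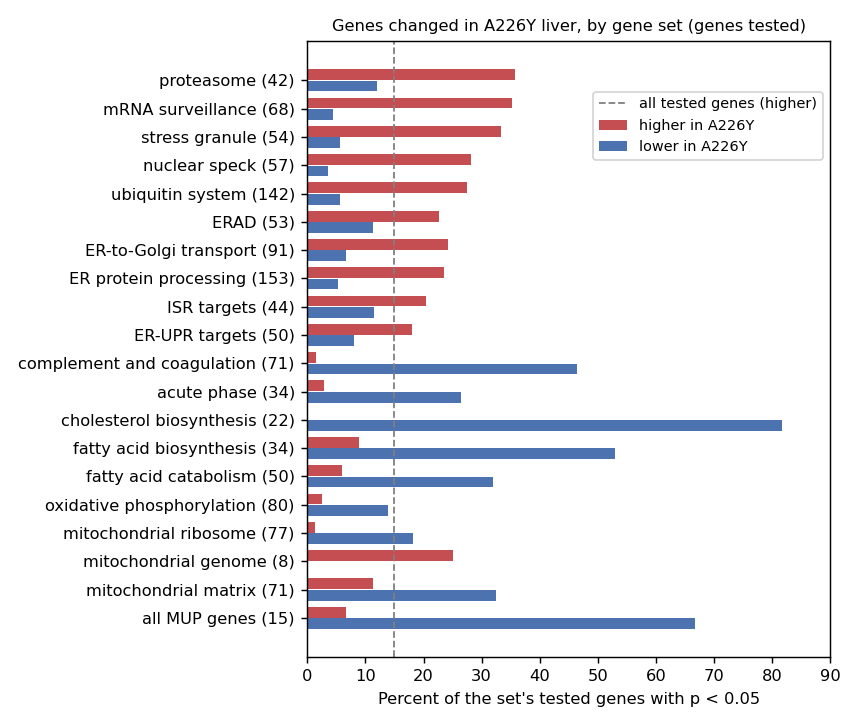
Percentage of the tested genes of each gene set that were higher or lower in the A226Y mice with an unadjusted p-value under 0.05 (horizontal axis; bars). The line is the percentage higher among all tested genes, 14.9%, while 14.7% of them were lower. The 3 lists of Figure 3 are not shown. Cholesterol biosynthesis has 81.8% lower genes and the proteasome 35.7% higher genes.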

Reflecting mistranslation-induced disturbances in the ER, we noted enrichment in the term ‘protein processing in endoplasmic reticulum mmu04141′ (adj. *p* = 0.0084). However, we found no increase in terms relating to ER-UPR or ISR. 

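Of the 153 tested genes of protein processing in the endoplasmic reticulum, 36 were higher in the A226Y mice (23.5%) and 8 lower. The enrichment among higher genes had an adjusted p-value of 0.00958 (one-sided Fisher's exact test), and the median log2 fold change of the set was 0.05. The score per mouse was higher by 0.077 on the log2 scale in A226Y (exact permutation test, adjusted p = 0.0439), and 8 of 10 A226Y mice lay above the WT mean. With the surrogate variables the adjusted p-value of the enrichment was 0.114.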

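Among 50 tested target genes of the ER-UPR, 9 were higher (18.0%; one-sided Fisher's exact test, adjusted p = 0.706), and among 44 target genes of the ISR, 9 were higher (20.5%, adjusted p = 0.481). The ER-UPR set passed the threshold under DESeq2 (adjusted p = 0.0378) and without scaling (adjusted p = 0.0344). The scores per mouse differed by 0.079 for the ER-UPR targets and by 0.067 for the ISR targets, less than the spread between mice (exact permutation tests, adjusted p = 0.323 and 0.274). None of the 9 genes that encode the proteins named for these pathways had an adjusted p-value under 0.05, and only *Xbp1* had an unadjusted one (0.0484). *Xbp1* (ENSMUSG00000020484) lies on chromosome 11 from 5520659 to 5525893 and had a log2 fold change of −0.14 (standard error 0.07, adjusted p = 0.165). *Hspa5*, which encodes BiP, was expressed at 551.0 ± 151.0 CPM (SD, n = 10) in A226Y and 467.0 ± 84.8 CPM (SD, n = 8) in WT mice, a log2 fold change of 0.24 (standard error 0.15, adjusted p = 0.298). The log2 fold changes of *Ern1*, *Eif2s1*, *Atf6*, *Ppp1r15a*, *Atf4*, *Bcl2l11* and *Eif2ak3* were −0.02, 0.04, 0.15, 0.21, 0.03, 0.18 and 0.03. Counts per gene do not show the splicing of *Xbp1*.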

We performed Western blot experiments using specific antibodies to assess total protein and phosphorylation levels of key components of the ER-UPR and found no difference in the activation of the key sensors of misfolded proteins in the ER. IRE1 phosphorylation, eIF2a phosphorylation, and total ATF6 protein levels were comparable in A226Y mutants and WT control animals (Figure 1a). This absence of UPR activation was corroborated by analysis of downstream effectors. Downstream of IRE1, we found no difference in XBP1 splicing as measured by qRT-PCR (Figure 1b) or in total BiP expression (Figure 1a), and downstream of eIF2a, we found unaltered GADD34 expression (Figure 1a) together with markedly decreased expression of ATF4 (Figure 1c).

We measured the expression of Bim in A226Y liver to assess the regulation of apoptosis as the potential culmination of UPR activity [31] and found no difference between A226Y and WT mice (Figure 1d).

We also measured activity of the Akt/mTOR pathway, which is decreased under ER-stress conditions to increase autophagy and apoptosis [32]. We found no difference in Akt or 4E-BP1 phosphorylation as a target of mTOR activity (Supplementary Materials Figure S4).

In the absence of an activated UPR/ISR, the transcriptome points to activation of alternative proteostatic responses in A226Y mutants. Upregulation of various mRNA processing terms (‘mRNA surveillance pathway’, ‘regulation of translation’) and pathways relating to mRNA sequestration and translation control (‘cytoplasmic stress granules’, ‘nuclear body’, ‘ribonucleoprotein granule’) suggests the activation of a stress response able to regulate translation and sequester misfolded protein in the cytoplasm. In addition, we see increased expression of the proteostasis mechanisms ‘proteasome’, ‘ubiquitin-dependent ERAD pathway’, and various Golgi components (Table 1).

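In the A226Y mice, 24 of 68 mRNA surveillance genes were higher (35.3%; one-sided Fisher's exact test, adjusted p = 0.000134), with a median log2 fold change of 0.069. All 10 A226Y mice had a score for this set above the WT mean (difference 0.091; exact permutation test, adjusted p = 0.00263). Of 54 genes of cytoplasmic stress granules, 18 were higher (33.3%, adjusted p = 0.00223), the median log2 fold change was 0.095 and the score again lay above the WT mean in all 10 mice (difference 0.080, adjusted p = 0.00105). One of these genes, *Eif4e* (ENSMUSG00000028156, chromosome 3 from 138526179 to 138559696), rose from 19.1 ± 1.85 CPM (SD, n = 8) in WT to 23.2 ± 1.78 CPM (SD, n = 10) in A226Y mice, a log2 fold change of 0.28 (standard error 0.06, adjusted p = 0.00607). Genes of nuclear speckles, a kind of nuclear body, were higher in 16 of 57 cases (28.1%, adjusted p = 0.0227). Their score differed by 0.070 (exact permutation test, adjusted p = 0.108), with 8 of 10 A226Y mice above the WT mean. After the correction for transcript length, the adjusted p-values of the enrichments were 0.145 for mRNA surveillance, 0.167 for stress granules and 0.674 for nuclear speckles.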

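Of 42 proteasome genes, 15 were higher in the A226Y mice (35.7%; one-sided Fisher's exact test, adjusted p = 0.00258), and the median log2 fold change was 0.097. The proteasome score per mouse differed by 0.043, within the spread between mice (exact permutation test, adjusted p = 0.37), and 5 of 10 A226Y mice lay above the WT mean. The 5 proteasome genes that were lower, named here after their values were seen, were *Psmb8*, *Psmb9*, *Psmb10*, *Psme1* and *Psme2*, which encode subunits of the immunoproteasome and its activator. With the surrogate variables the adjusted p-value of the proteasome set was 1, and the lower genes had the smaller p-value. Of 142 genes of the ubiquitin system, 39 were higher (27.5%, adjusted p = 0.000366), and all 10 A226Y mice had a score above the WT mean (difference 0.067; exact permutation test, adjusted p = 0.000526). This set had an adjusted p-value of 0.0869 after the correction for transcript length. For ERAD, 12 of 53 genes were higher (22.6%, adjusted p = 0.219), and the score differed by 0.048 (exact permutation test, adjusted p = 0.0963). Genes of transport between the ER and the Golgi were higher in 22 of 91 cases (24.2%, adjusted p = 0.0366), with a median log2 fold change of 0.016 and a score difference of 0.028 (exact permutation test, adjusted p = 0.266). The adjusted p-value of this enrichment was 0.119 with the surrogate variables.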

We attempted to clarify the activation of proteostasis mechanisms by measuring 20S proteasome activity and the formation of stress granules in A226Y and WT liver. Chymotrypsin-like proteasomal activity was slightly increased in A226Y mutants, although not statistically significant (*p* = 0.15) (Figure 2a). Stress granule (SG) formation was assessed based on the amount of SG marker protein eIF4E found in the insoluble ribonucleoprotein granule (RG) fraction of liver tissue lysate, relative to soluble cytosolic eIF4E [33]. The increased amount of eIF4E in the RG of A226Y liver indicates increased SG formation (*p* = 0.046) (Figure 2b).

Taken together, these findings testify to the absence of UPR/ISR and the activation of alternative proteostatic responses in mistranslating A226Y liver.

### 3.3. Increased Expression of SIRT1 and Downregulation of ER Stress Responses in A226Y Liver

The lifespan-regulating protein Sirtuin-1 (SIRT1) promotes cell survival and is activated in response to cellular stress, including ER stress [34,35]. Several reports have shown that SIRT1 acts as a negative regulator of ER stress and ER stress responses [36,37,38]. Together, this prompted us to study the regulation of SIRT1 in A226Y liver. 

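*Sirt1* (ENSMUSG00000020063) lies on chromosome 10 of GRCm38 from 63319005 to 63381704 on the minus strand. Its expression was 17.4 ± 1.0 CPM (SD, n = 10) in the A226Y mice and 14.3 ± 1.67 CPM (SD, n = 8) in the WT mice. This is a log2 fold change of 0.28 (standard error 0.06, adjusted p = 0.00866 from edgeR's quasi-likelihood test). All 10 A226Y mice were above the WT mean, and 7 of them were above every WT mouse (two-sided exact permutation test, p = 0.000114). The log2 fold change stayed between 0.24 and 0.32 with any 1 mouse left out. It was 0.24 (adjusted p = 0.0586) after the correction for transcript length, 0.25 (adjusted p = 0.0718) after that for GC content and 0.17 (adjusted p = 0.29) with the surrogate variables. A score of fasting-response genes as a covariate, chosen after seeing the data, gave 0.23 (adjusted p = 0.437).

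**Figure D3:**
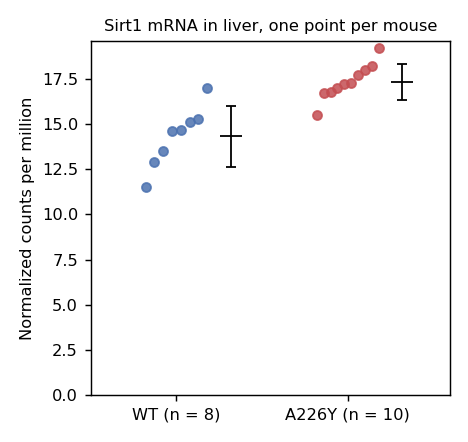
Normalized expression of *Sirt1* in CPM (vertical axis) for each A226Y and WT mouse (points), with the mean and SD of each genotype. The A226Y mice lie between 15.5 and 19.2 CPM and the WT mice between 11.5 and 17.0 CPM.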

By RNA-Seq and Western blot, we found significantly increased *Sirt1* gene transcripts and significantly increased SIRT1 protein in A226Y mutants compared to wild-type controls (Figure 3a,b).

In line with the absence of detectable ER-UPR activation and the evident upregulation of SIRT1 expression, we noticed decreased expression of genes involved in the response to ER stress in liver. 

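Among 34 tested genes of the acute phase response, 9 were lower in the A226Y mice (26.5%; one-sided Fisher's exact test, adjusted p = 0.143), and the median log2 fold change was −0.189. The score per mouse differed by −0.284 (exact permutation test, adjusted p = 0.356). It was below the WT mean in 9 of 10 A226Y mice, while animal 29 had the highest score of both genotypes. Under DESeq2 and with the surrogate variables the enrichment had adjusted p-values of 0.00233 and 0.0264.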

ER stress increases the acute phase response in the liver and increases steatosis driven by SREBP transcription factors [10,11]. However, we observed downregulation of these processes in the A226Y mutants as illustrated by decreased expression of ‘cholesterol biosynthesis’, ‘steroid biosynthesis’ (Figure 3c), and ‘complement and coagulation cascades’ (Figure 3d, Supplementary Materials Figure S5), combined with reduced SREBP-2 transcriptional activity (Figure 3e). 

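Of 22 genes of cholesterol biosynthesis, 18 were lower in the A226Y mice (81.8%; one-sided Fisher's exact test, adjusted p = 9.25e-11), with a median log2 fold change of −0.669. Each A226Y mouse had a score below the WT mean (difference −0.621; exact permutation test, adjusted p = 0.0392). Of 34 genes of fatty acid biosynthesis, 18 were lower (52.9%, adjusted p = 1.57e-06), with a score difference of −0.298 (exact permutation test, adjusted p = 0.00263). Fatty acid catabolism had 16 lower genes of 50 (32.0%, adjusted p = 0.00557) and a score difference of −0.106 (exact permutation test, adjusted p = 0.274). Of 71 genes of the complement and coagulation cascades, 33 were lower (46.5%, adjusted p = 2.55e-09) and the median log2 fold change was −0.266. Their score differed by −0.220 (exact permutation test, adjusted p = 0.0548).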

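All 31 complement and coagulation genes shown in Figure 3d had a negative log2 fold change, from −3.16 (*Serpina1e*) to −0.13 (*Cr1l*). After adjustment over all tested genes, 15 of them had a p-value under 0.05, and 31 after adjustment within the list, which the paper drew from its own calls on these mice. *C2* (ENSMUSG00000024371, chromosome 17 from 34862604 to 34898265) fell from 86.6 ± 25.2 CPM (SD, n = 8) in WT to 65.0 ± 14.3 CPM (SD, n = 10) in A226Y mice, a log2 fold change of −0.41 (standard error 0.15, adjusted p = 0.0658). All 15 SREBP-2 target genes of Figure 3e were negative too, with 9 under 0.05 over all tested genes and 13 within the list. Their log2 fold changes ran from −1.34 (*Fdps*, standard error 0.33, adjusted p = 0.0112) to −0.25 (*Acat1*, standard error 0.15, adjusted p = 0.28). *Acly* had a log2 fold change of −0.55 (standard error 0.12, adjusted p = 0.00531) and *Srebf2*, which encodes SREBP-2, of −0.47 (standard error 0.12, adjusted p = 0.0151). The scores of the complement list differed by −0.369 and those of the SREBP-2 list by −0.714 (exact permutation tests, adjusted p = 0.000526 and 0.0362). The complement list was drawn from these mice, so its p-values are not independent evidence. The paper took the SREBP-2 list from an earlier study, so this reason does not apply to that list. With the surrogate variables, none of the genes of either list had an adjusted p-value under 0.05, and 19 and 10 of them an unadjusted one. With the fasting score as a covariate, 1 SREBP-2 gene had an unadjusted p-value under 0.05, against 13 without it. In the complement list 3 had one, against 31. That score was higher in A226Y and follows the genotype, so a fasting response and the genotype cannot be separated. The paper states that ER stress raises the acute phase response and steatosis driven by SREBP factors. From the decrease of these processes it proposes that ER stress responses are downregulated in A226Y liver.

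**Figure D4:**
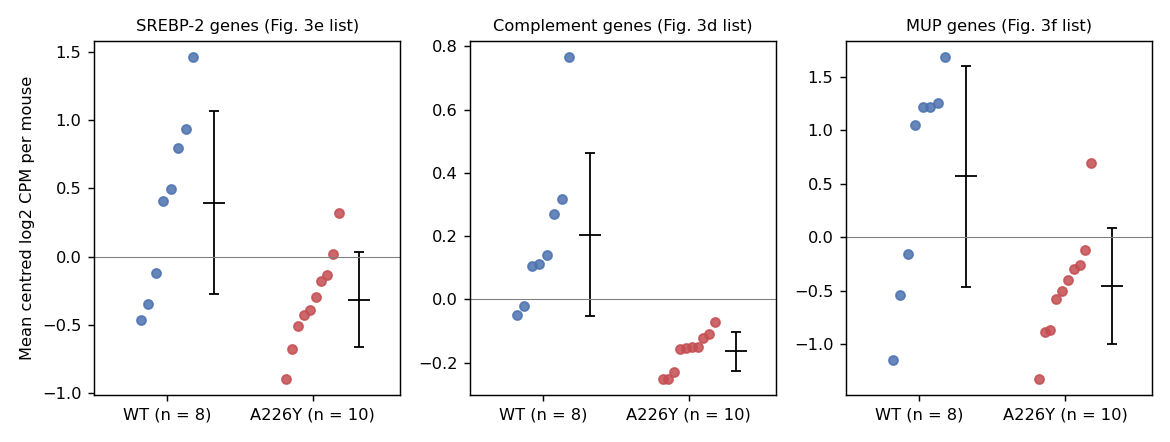
Score per mouse (vertical axis, mean centred log2 CPM) of the genes of Figure 3d (complement and coagulation), 3e (SREBP-2 targets) and 3f (MUPs) for each A226Y and WT mouse (points), with the mean and SD of each genotype. All 10 A226Y mice lie below the WT mean for the first and second list and 9 of 10 for the MUPs.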

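The MUP genes form a cluster of near-identical copies on chromosome 4, between which short reads could be split, so that their values per gene are uncertain. All 9 MUP genes shown in Figure 3f had a negative log2 fold change, with a median of −1.103, and 7 of them had an adjusted p-value under 0.05 over all tested genes (9 within the list, which is the paper's own selection). Their score differed by −1.023 (two-sided exact permutation test, adjusted p = 0.0462, not independent of that selection), and 9 of 10 A226Y mice lay below the WT mean. The log2 fold changes ranged from −2.72 for *Mup17* (standard error 0.6, adjusted p = 0.0066) to −0.65 for *Mup10* (standard error 0.26, adjusted p = 0.0985). *Mup6* (ENSMUSG00000078689, chromosome 4 from 59964294 to 60007274) was expressed at 0.504 ± 0.184 CPM (SD, n = 10) in A226Y and 1.08 ± 0.578 CPM (SD, n = 8) in WT mice, a log2 fold change of −1.10 (standard error 0.31, adjusted p = 0.0233). Of all 15 tested MUP genes, 10 were lower at an unadjusted p-value under 0.05, while *Mup20*, named after its value was seen, was higher. After the correction for transcript length, 2 of the 9 genes had an adjusted p-value under 0.05, and with the surrogate variables none had even an unadjusted one. With the fasting score as a covariate none had an unadjusted one either.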

We also found downregulation of gene transcripts for the major urinary proteins (MUPs) (Figure 3f), a group of highly expressed proteins produced by the liver, which act as carriers of pheromones and as metabolic signals to regulate glucose and lipid metabolism, as well as mitochondrial biogenesis [39]. As a control for the RNA-Seq data, we measured the mRNA expression of some relevant genes from these pathways using qRT-PCR, which confirmed the same pattern of expression (Supplementary Materials Figure S6). Collectively, these findings point to increased expression of the lifespan regulator SIRT1 in A226Y liver, together with downregulation of ER stress responses.

### 3.4. Mitochondrial Function in A226Y Liver

We evaluated the capacity of the oxidative phosphorylation system in liver mitochondria of A226Y mice and WT controls using the Seahorse XF24 flux analyzer system (Figure 4a). Total oxygen consumption (OCR) was significantly reduced in the mitochondria of A226Y mice. While basal respiration was unaffected, we observed impaired maximal respiration (state 3, which measures the capacity of mitochondria to metabolize oxygen in the presence of the ATP synthase substrate ADP) and reduced respiration in the absence of a proton gradient (uncoupled state 3u). As a further readout of mitochondrial function, we measured the levels of ATP and ROS (Figure 4b,c). Liver mitochondria from A226Y mutants showed ROS levels comparable to the WT control animals but slightly decreased amounts of ATP. Together, these findings indicate impaired mitochondrial function in A226Y mistranslating liver.

### 3.5. Liver Histopathology

Finally, we performed histopathology analyses to assess possible alterations imposed by the A226Y mutation. Comprehensive histopathological workup using standard histochemical stains to evaluate liver tissue [30] did not show any abnormal changes as compared to wild-type control animals. In particular, we did not find any evidence of increased connective tissue (reflecting potential fibrosis or cirrhosis), nor bile duct abnormalities or pathological intrahepatocyte inclusions (DPAS), or other pathological changes, such as inflammation or hepatocyte necrosis (Supplementary Materials Figure S7).

## 4. Discussion

Under conditions of acute protein misfolding, the ER-UPR and ISR are activated to prevent the accumulation of misfolded protein [6,8,13]. The inability to remove misfolded protein and persistent activation of these responses, however, eventually triggers apoptotic pathways [7,8]. By focusing on the long-term response to an increased production of misfolded proteins in the liver stemming from error-prone translation, we observed how a secretory organ, which must continually produce high quantities of protein, could maintain proteostasis without triggering these apoptotic pathways. To our surprise, we found that the ISR is not activated and that ER stress responses are downregulated, as illustrated by reduced levels of ATF4 and reduced expression of genes associated with ER stress, including acute phase responses and lipid biosynthesis. The downregulation of these pathways highlights how the stress of chronic build-up of misfolded proteins can be alleviated through a concerted response in the liver, which we suggest works through the combined action of upregulation of alternative stress responses together with induction of the longevity regulator SIRT1.

Sirtuin-1 (SIRT1) belongs to a family of nicotinamide adenine nucleotide (NAD^+^)-dependent deacetylases, which exert powerful regulatory effects by means of their ability to interact with or deacetylate a wide range of signaling molecules, transcription factors, and histone proteins [40]. SIRT1 promotes cell survival and is activated in response to cellular stress [40]. SIRT1 has been shown to attenuate ER stress and to downregulate ER stress-induced responses by reducing ER stress-mediated ATF4 and lipid/cholesterol regulator SREBP expression [34,36,38,40]. Reflecting this relationship, we found a significant change in the ATF4/SIRT1 ratio comparing A226Y and wild-type liver (*p* = 0.005) (Supplementary Materials Figure S8). We hypothesize that the increased expression of SIRT1 helps to attenuate ER stress and to dampen ER stress-induced responses in mistranslating A226Y mutant liver. Dampening the ER stress response presumably serves to maintain physiological homeostasis not only by avoiding ER stress-induced apoptosis, but also by counteracting the negative consequences of chronic ER stress stemming from SREBP activity and acute phase protein expression, which would otherwise cause hepatic steatosis and inflammatory disease [9,10,11].

The observed upregulation of alternative stress responses in the liver of A226Y mutants includes increased expression of RNP granules (nuclear bodies, PML bodies, and cytoplasmic stress granules), proteasomal degradation, and Golgi transport. RNP granules are activated in cellular stress responses and can sequester mRNA together with RNA-binding proteins and other translation factors [41,42]. Recent data also point to an extensive interaction between misfolded proteins and RNP granules [43,44,45]. Furthermore, the ubiquitin-dependent proteasome is an established proteostatic response to misfolded protein [46] and is directly involved in degrading misfolded ER proteins, which are exported to the cytosol via ERAD [47]. Biochemical quantification of the stress granule marker protein eIF4E in the insoluble RNP granule fraction of the liver suggested that stress granule formation is increased in A226Y liver. Similarly, proteasome activity was found to be increased in A226Y liver, although it did not reach the *p*-value ‘significance’ cut-off of *p* < 0.05. However, the combined evidence of the transcriptome data and the proteasome activity assay suggests that proteasome degradation is increased in A226Y liver.

Evidence for impaired mitochondrial function in A226Y liver comes from reduced maximal respiration and reduced ATP content, together with decreased mitochondrial gene expression. 

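Of 71 tested genes of the mitochondrial matrix, 23 were lower in the A226Y mice (32.4%; one-sided Fisher's exact test, adjusted p = 0.000618) and 8 higher, with a median log2 fold change of −0.082. The score per mouse differed by −0.078 (exact permutation test, adjusted p = 0.273), and 9 of 10 A226Y mice lay below the WT mean. Nuclear genes of oxidative phosphorylation were lower in 11 of 80 cases (13.8%, adjusted p = 1), and their score differed by −0.003 (exact permutation test, adjusted p = 0.967). Of 77 genes of the mitochondrial ribosome, 14 were lower (18.2%, adjusted p = 0.546), and the score differed by −0.044 (exact permutation test, adjusted p = 0.356). Among the 8 tested genes of the mitochondrial genome none was lower, and *mt-Nd5* and *mt-Nd6*, named after their values were seen, were higher (one-sided Fisher's exact test for higher genes, adjusted p = 0.708).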

One possible explanation for impaired mitochondrial function in the context of error-prone translation relates to the import of misfolded proteins into mitochondria as a mechanism of proteostasis, which has been shown to occur in response to mistranslation [18,48].

Our findings highlight an adaptive response, which presumably serves to avoid the detrimental consequences of prolonged ISR/ER-UPR activation by their entire downregulation, and instead achieves proteostasis through alternative mechanisms. While further studies on liver function are warranted, the adaptive mechanisms in place can apparently compensate for the translational defects imposed by the A226Y misreading mutation, at least at the level of histopathology, which testifies to the absence of abnormal changes. We hypothesize that the regulation of alternative proteostasis pathways could collectively provide a means to dampen the accumulation of misfolded proteins in the ER, while SIRT1 attenuates ER stress. This allows circumvention of UPR and ISR activation. We suggest that the regulation of nuclear bodies [42] and cytoplasmic stress granules [41,49] could be involved in sequestration of mRNAs to regulate translation, much in the same way as the ISR typically reduces translation via eIF2a activation. In addition to translation regulation, stress granules may also contribute to overall apoptosis avoidance by suppressing stress-responsive apoptotic pathways [50]. Meanwhile, the accumulation of misfolded proteins in the ER is avoided by exporting them via the Golgi [51] or via ERAD for degradation by the ubiquitin-proteasome system [47] (for a summarizing hypothetical scheme, see Supplementary Materials Figure S9).

Interestingly, decreased expression of MUPs and ‘complement and coagulation cascades’ in mice liver was recently described as a prominent genetic signature associated with lifespan extension across various pharmacological, genetic, and dietary interventions [52]. The co-occurrence of this gene expression signature both in longevity and in A226Y mistranslating liver may suggest that these changes represent a pro-survival adaptation to ER stress. Thus, we hypothesize that the interventions that prolong life are in some way associated with a decrease in ER stress in the liver, such as we found in our study.

The observation that ER-UPR can be circumvented despite ongoing mistranslation improves our understanding of the adaptations possible to long-term proteostatic stress in mammals. However, it is not without precedent, as a similar response was recently observed in HEK 293 cells expressing *Rps2*-A226Y [18]. By uncovering a similar adaptation in vivo, we give weight to the idea that long term low-level misfolding protein stress requires proteostasis responses, which avoid prolonged activation of the UPR.

What we found in this study indicates that chronic ER stress can be circumvented to maintain organismal health in the face of continuous and increased synthesis of mistranslated proteins. The gene regulation we observed indicates mechanisms that maintain proteostasis while avoiding the UPR and the detrimental effects of persistent UPR activation. We acknowledge that a more detailed understanding of the underlying mechanisms and signaling pathways is warranted, not the least as a potential therapeutic target for mitigation of ER stress present in chronic liver diseases.

## Figures and Tables

**Figure 1:**
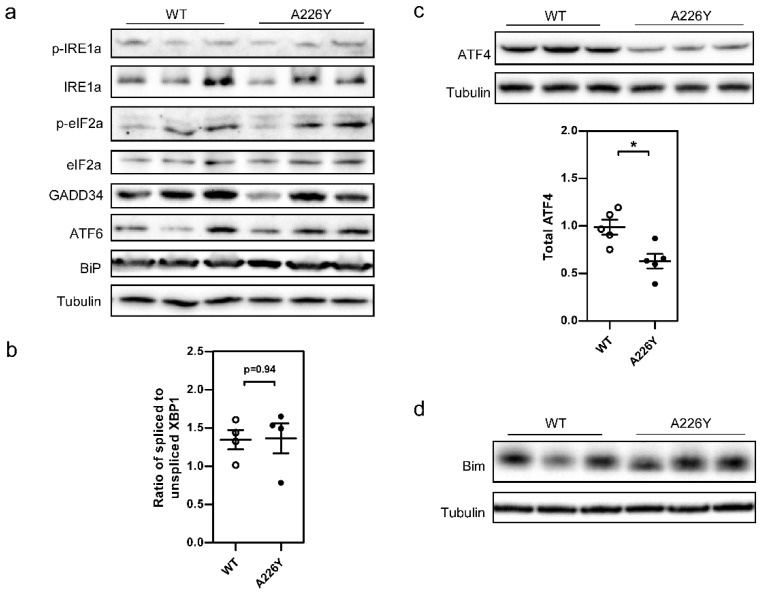
Absence of UPR and ISR activation in the liver of mistranslating A226Y mice. (**a**) Western blots showing total and specific phosphorylation levels for key players in the three branches of the ER-UPR. Significance level for comparison between A226Y and WT (*N* = 5): p-IRE1 (Ser724)/IRE1a *p* = 0.43; p-eIF2a (Ser51)/eIF2a *p* = 0.55; GADD34 *p* = 0.77; ATF6 *p* = 0.48, BiP *p* = 0.64. Densitometry values were normalized to tubulin as the loading control. (**b**) qRT-PCR quantification of spliced XBP1 relative to un-spliced XBP1 (*N* = 4, *p* = 0.94). (**c**) Western blot of total ATF4 protein normalized to tubulin (*N* = 5, *p* = 0.01). (**d**) Western blot of total Bim protein normalized to tubulin (*N* = 5, *p* = 0.45). Plots show mean, SEM, and individual data points. * *p* < 0.05, calculated by unpaired two-sided Student’s *t*-test. *N* = number of independent mice in each comparison. Full gel images are provided in the Supplementary Materials.

**Figure 2:**
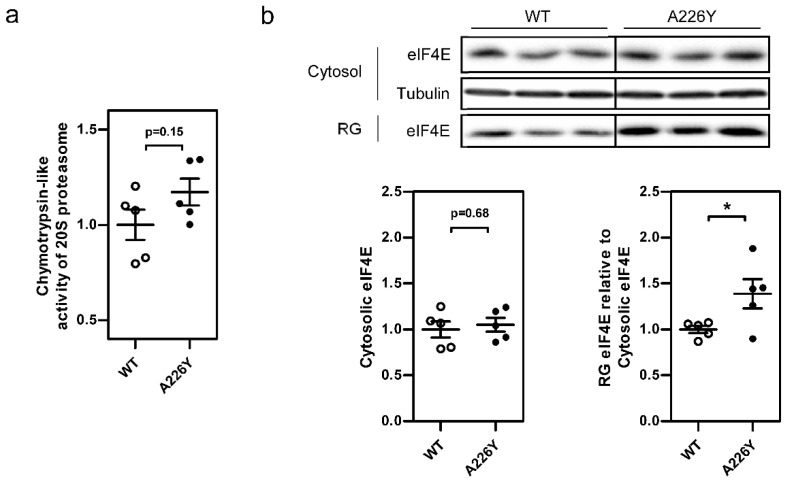
Proteasome activity and stress granule formation in the liver of mistranslating A226Y mice. (**a**) Chymotrypsin-like activity of the 20S proteasome in WT and A226Y liver (*N* = 5). (**b**) eIF4E protein levels in the soluble cytosol fraction and insoluble ribonucleoprotein granule (RG) fraction of WT and A226Y mice liver, as a marker of stress granule formation. Cytosolic eIF4E densitometry values were normalized to tubulin as the loading control (*N* = 5). Plots show mean, SEM, and individual data points. Values in the plots were normalized, such that mean of WT is equal to 1. * *p* < 0.05, calculated by unpaired two-sided Student’s *t*-test. *N* = number of independent mice in each comparison. Full gel images are provided in the Supplementary Materials.

**Figure 3:**
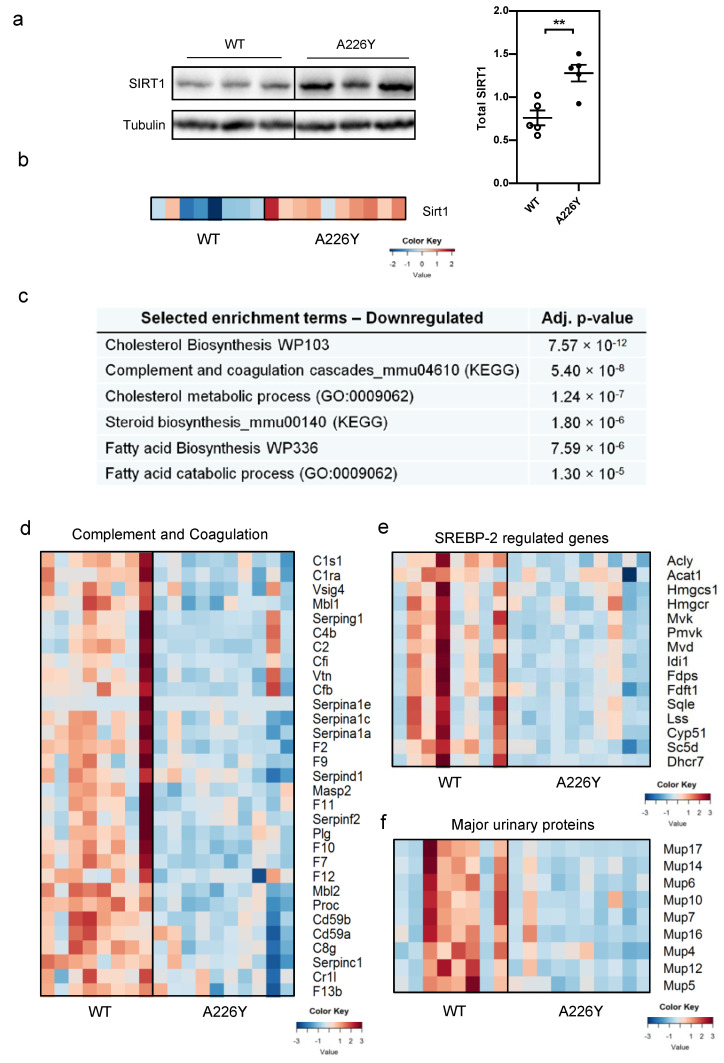
Upregulation of SIRT1 and transcriptional downregulation of the ER stress response in A226Y liver. (**a**) Western blot of total SIRT1 protein normalized to tubulin (*N* = 5, *p* = 0.004). Graph shows mean, SEM, and individual data points. (**b**) Heatmap showing SIRT1 mRNA expression in the liver of WT and A226Y mice (FDR-adjusted *p* = 0.0096). (**c**) Curated gene enrichment list of terms downregulated in A226Y liver relating to the typical ER stress response in liver tissue; FDR-adjusted *p*-values are shown. (**d**) Heatmap showing mRNA expression of downregulated (*p* < 0.05) genes in the KEGG pathway Complement and coagulation cascades_mmu04610. (**e**) Heatmap showing the mRNA expression of genes regulated by SREBP-2, excluding mitochondrial gene variants (gene list taken from [14]). (**f**) Heatmap showing the mRNA expression of regulated major urinary protein (MUP) genes. For transcriptome analysis, *N* = 8 (WT) and *N* = 10 (A226Y). ** *p* < 0.01, calculated by unpaired two-sided Student’s *t*-test. *N* = number of independent mice in each comparison. Full gel images are provided in the Supplementary Materials.

**Figure 4:**
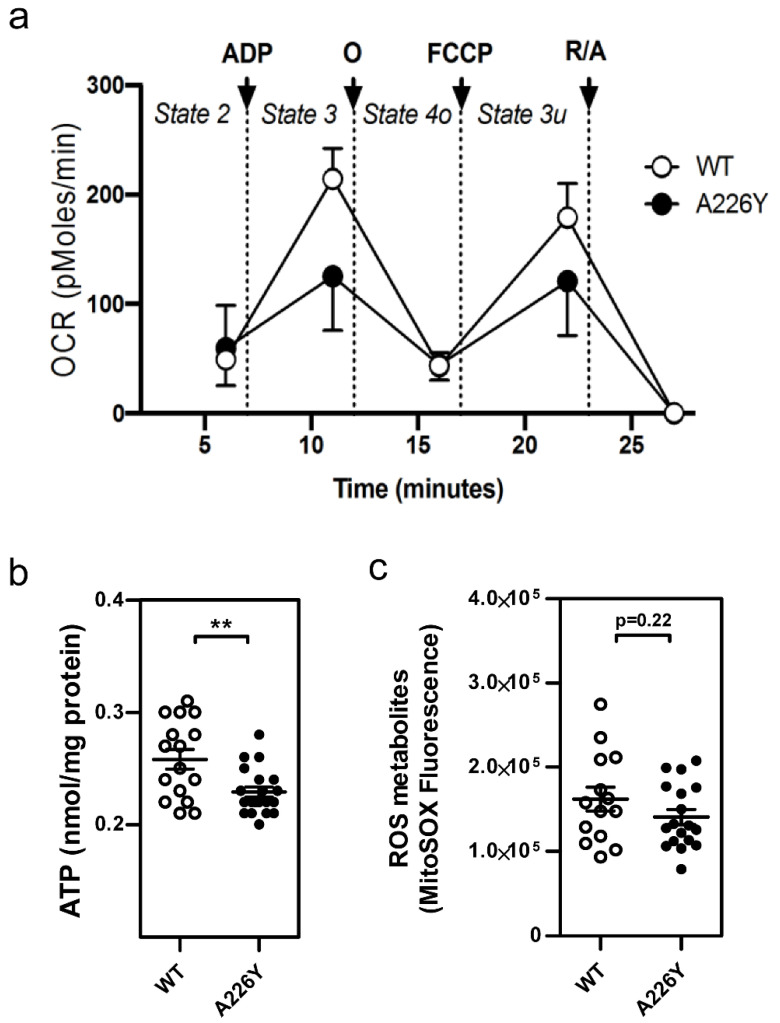
Mitochondrial function in A226Y mouse liver. (**a**) Oxygen consumption rate (OCR) measured under different respiratory states induced by the sequential injection of ADP (to induce state 3), oligomycin (O, to induce state 4o), FCCP (to induce state 3 uncoupled), and rotenone/antimycin A (R/A, to shut down mitochondrial respiration). Graph shows the mean and SD. 8 ≤ *N* ≤ 10, 2 replicates per animal. Two-way ANOVA, multiple comparison between means of WT and A226Y over time; *p* < 0.00001. (**b**) ATP content. Graph shows mean, SEM, and individual data points. 8 ≤ *N* ≤ 10, 2 replicates per animal. (**c**) Mitochondrial superoxide anion radical levels assessed using the fluorescent dye MitoSOX (Ex: 535 nm—Emission: 595 nm). Graph shows mean, SEM, and individual data points. 8 ≤ *N* ≤ 10, 2 replicates per animal. ** *p* < 0.01, calculated by unpaired two-sided Student’s *t*-test. *N* = number of independent mice in each comparison.

**Table 1:** Gene expression changes indicate the activation of proteostasis mechanisms in A226Y liver. Curated gene enrichment list comparing A226Y and WT liver; FDR-adjusted *p*-values shown.

Selected Enrichment Terms—Upregulated	Adj. *p*-Value
mRNA surveillance pathway_mmu03015 (KEGG)	3.22 × 10^−4^
RISC complex (GO:0016442)	2.95 × 10^−2^
Cytosolic stress granule (GO:0010494)	4.15 × 10^−2^
Ribonucleoprotein granule (GO:0035770)	4.22 × 10^−2^
	
Nuclear body (GO:0016604)	2.41 × 10^−6^
Nucleolous (GO:0005730)	1.22 × 10^−3^
Nuclear speck (GO:0016607)	3.87 × 10^−3^
	
Ubiquitin-dependent protein catabolic process (GO:0006511)	2.02 × 10^−9^
Proteasome_mmu03050 (KEGG)	2.74 × 10^−3^
Ubiquitin-dependent ERAD pathway (GO:0030433)	4.30 × 10^−2^
	
Golgi subcompartment (GO:0098791)	1.66 × 10^−3^
ER to Golgi vesicle-mediated transport (GO:0006888)	8.42 × 10^−3^
**Selected enrichment terms—Downregulated**	**Adj. *p*-value**
Mitochondrion (GO:0005739)	2.13 × 10^−12^
Mitochondrial matrix (GO:0005759)	2.00 × 10^−9^

## Data Availability

RNA-Seq data is available through the Gene Expression Omnibus (GEO) database, accession number GSE173101.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10112856/s1, Figure S1: Protein mistranslation induced by Rps2-A226Y in HEK 293 cells. Figure S2: Transcriptome overview of A226Y vs. WT mouse liver. Figure S3: Comparison of the number of genes regulated in liver of A226Y mice and haploinsufficient *Rps2^loxP/WT^* mice. Figure S4: Western blots showing absence of activation of key components of the Akt/mTOR pathway in A226Y mice liver. Figure S5: Decreased gene expression of the ‘Complement and coagulation cascades’ pathway in A226Y mice liver. Figure S6: qRT-PCR validation of gene expression in A226Y and WT mouse liver. Figure S7: Liver histology of Rps2-A226Y mutant mice at 15 months of age does not reveal any abnormalities. Figure S8: Increased SIRT1 coincides with decreased ATF4 in A226Y mice liver. Figure S9: Hypothetical mechanisms of ER proteostasis in the presence of error-prone translation. Figures S10–S13: Full Western blot gel images.

How the deposited data were processed for this re-analysis (not part of the article)

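Liver RNA of 10 female A226Y mice and 8 female wild-type mice carrying CMV-Cre was analysed, with 1 library per mouse. The authors deposited, for each mouse, whole-number counts of reads per Ensembl gene, which were not normalized. According to the methods and the sample labels, reads were aligned and quantified per gene with RSEM and an Ensembl annotation, and the step that gave whole numbers is not named in the paper's text. Each list holds the same 22524 genes, and 317 of their identifiers have numbers above ENSMUSG00000100000. The identifiers were matched to GENCODE M21 on GRCm38, which gave a symbol and a position to 22214 of them (310 were not matched), of which 21375 are protein-coding. *Xist* was not among the genes listed, and the 4 genes of the Y chromosome had at most 1 count in any mouse. Reads that overlap 2 genes can be counted for either: *Gm20425*, which overlaps *Trf*, carried between 94.4% and 96.4% as many counts as *Trf*, so overlapping and antisense genes were treated as uncertain. The same holds for near-identical genes such as the MUP, Cyp3a and Serpina1 families.

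From the deposited counts, genes with at least 10 counts in at least 50% of the samples of one genotype were tested (13353 genes). The comparison of A226Y with WT used edgeR (version 4.0.16, in R 4.3.3) with TMM scaling, the quasi-likelihood fit and test, no covariates, and Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The common biological coefficient of variation was 0.194. Total counts of at least 23850565 per mouse mean that counting error is small for all but the lowest genes, so the spread between mice sets the precision. Single genes were also compared with two-sided exact permutation tests of log2 CPM over all divisions of the mice into groups of 10 and 8.

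The gene sets, the genes to be named, the test and most alternatives were fixed before the data were examined. The genes named are those that the paper names or shows in Figure 3, the genes of the UPR and ISR proteins it measured, *Rps2*, and the 5 largest positive and 5 largest negative log2 fold changes among genes with an adjusted p-value under 0.05 and a mean of at least 1 CPM. Other genes are named only where the text says that they were chosen after their values were seen. Set enrichment was tested with a one-sided Fisher's exact test over the 23 sets and both directions (46 tests). A further 15 sets of marker genes for cell types, feeding, the clock and sex were used as checks, and their scores were adjusted as a family of their own.

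Alternatives were other scalings (RLE size factors, upper quartile, library size only), other filters (no filter beyond 1 count in any sample, 10 counts in every sample, filterByExpr), other tests (likelihood ratio, exact and robust fits of edgeR, DESeq2 1.42.0, limma-voom 3.58.1), 4 surrogate variables from sva 3.50.0 as covariates, a loess offset per library on transcript length or GC content (pseudocount 0.5, lowess span 0.3, 3 iterations), another prior count (0.5), camera, Reactome members for the sets, and leaving out each mouse in turn. Lengths and GC content were known for 13300 of the tested genes (99.6%). The loess was fitted over all listed genes, unexpressed ones included, and its offset was added to the TMM scaling. It can thus also take up depth and scale. Other divisions of the mice were drawn 100 times with a fixed seed, the real one included.

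The procedures were tested on simulated counts with 200 changed genes. The quasi-likelihood test recovered 200 of them with 9 false calls among 13266 genes, the fit with surrogate variables 200 with 9, and DESeq2 200 with 13. No hidden factor was simulated, so this does not test how surrogate variables act in these mice. With a simulated length bias, false calls fell from 2733 to 32 with the length offset (13265 genes), and with a simulated GC bias from 4303 to 10 with the GC offset (13275 genes). The simulated biases covered only tested genes and were stronger than the slopes of these mice. They therefore do not test the offsets as fitted to the deposited counts. Protein, respiration and qRT-PCR measurements and the *Rps2*-loxP mice were not analysed here. The values of some single genes are not reported here.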

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

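All tests of this part were chosen after the result they bear on was seen. For each of 90 groups of values, the gap between the most extreme mouse and its neighbour was divided by the range of the group and compared with Dixon's 95% critical value. In 13 groups it exceeded that value, against about 1 in 20 by chance, and the extreme mouse was A226Y animal 29 in 5 of them, WT animal 33 in 5, WT animal 13 in 2 and A226Y animal 23 in 1. The values of one mouse are not independent of each other, so several extremes in one animal can have a common source.

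A226Y animal 23 had a total count of 62126131, with the other A226Y mice between 23850565 and 33543360 (gap over range 0.747). Without it, 1795 genes had an adjusted p-value under 0.05, so its depth does not account for the number of genes called. No biological explanation was tested.

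A226Y animal 29 had the highest score of its group for the acute phase genes (1.538, gap over range 0.8), the complement and coagulation genes (0.263, gap 0.564) and the ISR targets (0.3, gap 0.556). It had the lowest for the mitochondrial matrix (−0.363, gap 0.755) and for fatty acid catabolism (−0.557, gap 0.681). Its total count (gap to the nearest mouse 0.001 of the range) and its slope of expression on transcript length (0.006) lay inside the range of the group. Its slope of expression on GC content was the highest, with a gap of 0.659, which is consistent with a GC bias of this library. It was also at one end for the share of the 10 highest genes (0.299), the red cell markers (0.331) and the macrophage markers (0.313), and second highest for the lymphocyte markers (0.014), which decides nothing. An acute phase response in this animal is a hypothesis that cannot be told apart from a technical origin in the library.

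WT animal 33 had the highest score of its group for the complement and coagulation genes (0.75, gap over range 0.582) and for the genes of Figure 3d (0.765, gap 0.55), and the lowest for the mitochondrial ribosome (−0.181, gap 0.592). It also had the highest *Serpina1e* (gap 0.572) and the lowest *Ptgfr* (gap 0.616). Its markers of red blood cells were the highest, with a gap of 0.575. Blood RNA would lower and not raise the share of transcripts made by hepatocytes. This was not tested and does not bear on the low values of this mouse, so blood RNA is left open. It was highest for the share of the 10 highest genes (0.473) and the lymphocyte markers (0.237) and lowest for the GC slope (0.062), without a gap large enough to decide. Its macrophage markers were the second highest (gap 0.065), and its total count (0.01) and length slope (0.065) were inside the range. A biological difference of this mouse cannot be told apart from the measures left open.

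*Iglv2* (gap over range 0.658) and *Iglc2* (gap 0.621), both immunoglobulin genes, were far higher in WT animal 13 than in the other WT mice. On a score of lymphocyte markers animal 13 (1.143) was second to animal 33 (1.644; gap over range 0.237), and the other WT mice had at most 0.307. More lymphocytes in the sample of animal 13 can thus not be excluded. No biological explanation was tested.

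Among 15 sets of marker genes outside those the paper discusses, 4 had scores that differed between the genotypes after adjustment over the 15. The fasting-response genes were higher in A226Y by 0.549 (exact permutation test, p = 0.000617, adjusted p = 0.00923), in 10 of 10 mice relative to the WT mean. Of 15 genes, 10 were higher at an unadjusted p-value under 0.05, and 3 had an adjusted one, *Ppargc1a*, *Tat* and *Igfbp1*, named after their values were seen. Feeding state at collection, which the paper's text does not name, is a candidate explanation. If it varied apart from genotype, the SREBP-2 genes should fall with the fasting score among the WT mice. Pearson's r was −0.41 there (exact permutation p = 0.326, adjusted over 22 relations 0.5; Spearman's rho −0.55, p = 0.171, adjusted 0.342), and −0.79 without the 2 mice farthest from the median, so 8 mice leave this open. Time of day was tested with 18 clock genes, of which 3 had an adjusted p-value under 0.05 (among them *Clock* and *Bhlhe40*, named after their values were seen), against 1910 of all 13353 genes. The score of the clock genes differed by −0.058, less than the spread between mice (exact permutation test, p = 0.153, adjusted p = 0.327). At an unadjusted p-value under 0.05, 2 of the clock genes were higher and 4 lower. Opposite changes cancel in a mean, so the score cannot show a shift of phase. A difference in time of day is left open. After the length correction the median log2 fold change of the fasting genes was 0.45, against 0.53 before, so the correction did not remove the increase. The median was 0.15 with the surrogate variables, and 2 of the 15 genes were higher at an unadjusted p-value under 0.05. A response of the A226Y liver that resembles fasting cannot be told apart from a difference in feeding or in the time of collection.

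The adipose markers were higher in A226Y by 1.035 (exact permutation test, p = 0.00123, adjusted p = 0.00923; 10 of 10 mice). Only 2 of the listed genes passed the count filter, *Cidec* (log2 fold change 1.67, adjusted p = 0.0109) and *Fabp4* (0.60, adjusted p = 0.0755), named after their values were seen. Adipose tissue in the sample should also raise *Adipoq*, which did not differ (exact permutation p = 0.673) at 0 to 32 counts in A226Y and 0 to 18 in WT mice. After the length correction the median of both genes was 1.128. Expression of both genes by the hepatocytes themselves was not tested.

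The female-biased liver genes were lower by −0.998 (exact permutation test, p = 0.00647, adjusted p = 0.0264; 9 of 10 mice). Of 18 genes, 6 were lower at an unadjusted p-value under 0.05 and none higher. Reads shared between Cyp3a paralogs do not account for it entirely, since the score without them still differed, by −0.427 (exact permutation p = 0.0248; 10 of 10 mice). The score of male-biased genes did not differ (difference −0.153, exact permutation p = 0.198), but of 15 such genes 4 were higher at an unadjusted p-value under 0.05 (*Mup20*, *Cyp2d9*, *Slco1a1* and *Gstp1*) and 5 lower (*Mup7*, *Mup12*, *Nudt7*, *Serpina1e* and *Elovl3*), all named after their values were seen. A shift toward male-type expression can therefore neither be shown nor excluded. The median was −0.309 after the length correction. The reason for the decrease remains open.

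The stellate cell and fibroblast markers were lower by −0.153 (exact permutation test, p = 0.00704, adjusted p = 0.0264; 10 of 10 mice). The decrease lay in the collagen genes *Col3a1* (log2 fold change −0.60), *Col1a2* (−0.33) and *Col1a1* (−0.77), while *Dcn* (0.18) and *Rgs5* (0.23) were higher, all named after their values were seen. Without the collagens the score did not differ (0.021, exact permutation p = 0.65). The collagens were set aside because they carry the decrease, so this does not decide whether there were fewer such cells. After the length correction the median of the set was −0.101. Lower collagen expression in A226Y liver is a hypothesis, which cannot be told apart from fewer such cells and was not tested against GC bias or feeding.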

How the results depend on the processing

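No paired analysis was possible because the animal numbers are unique to each mouse and do not pair A226Y with WT animals. For no alternative was the cause of a change tested, except where a value is given.

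The number of genes with an adjusted p-value under 0.05 was 1910, and with other scalings, filters and tests it lay between 1605 (no count filter) and 2418 (DESeq2), with 1904 of the latter shared. It was 1014 with the length offset, 1002 with the GC offset and 50 with surrogate variables. The surrogate variables fit 47.6% of the variance of genotype and so can take part of a genotype effect with them. Whether this lowered the count was not tested. The count at an unadjusted p-value under 0.05 was 3953, and 1989 with surrogate variables. Leaving out each mouse gave 1255 (without WT animal 14) to 2560 genes (without A226Y animal 29). Without scaling, 67.9% of the genes with an adjusted p-value under 0.05 were higher against 50.8%, and with the length and GC offsets 33.8% and 39.1%. The median log2 fold change of all genes without scaling was 0.039. The fasting-response score as a covariate, chosen after seeing the data, gave the lowest counts, 6 genes at an adjusted and 1289 at an unadjusted p-value under 0.05, with log2 fold changes of −0.97 for *Rps2* (adjusted p = 0.00814) and 0.23 for *Sirt1* (adjusted p = 0.437). Apart from it, *Rps2* was lower with an adjusted p-value under 0.05 under each of its 14 alternatives and in each fit without 1 mouse. *Sirt1* was higher under all 14, with adjusted p-values from 0.00163 to 0.29, and under 0.05 in 11. The other 3 were 0.24 (length offset), 0.25 (GC offset) and 0.17 (surrogate variables) on the log2 scale.

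Sets are given with the range of adjusted p-values over their alternatives other than leaving out a mouse, which are given in the last part. The proteasome ranged from 2.63e-05 to 1 (reversed with surrogate variables, 1, and with genes of adjusted p-value under 0.05, 0.431; camera 0.574). mRNA surveillance ranged from 0.000201 to 0.664 (surrogate variables 0.664, length offset 0.145, camera 0.353), and stress granules from 3.5e-06 to 0.216 (surrogate variables 0.144, length offset 0.167, camera 0.216). Nuclear speckles ranged from 0.00237 to 1 (surrogate variables 1, length offset 0.674, GC offset 0.167, genes of adjusted p-value under 0.05 0.152, camera 0.488, Reactome members 0.142). The ubiquitin system ranged from 0.000115 to 0.213 (length offset 0.0869, camera 0.213). ER-to-Golgi transport ranged from 0.00332 to 0.828 (surrogate variables 0.119, camera 0.538, Reactome members 0.828, with 9 genes too few to weigh), and ER protein processing from 5.38e-05 to 0.353 (surrogate variables 0.114, camera 0.353). The ISR targets ranged from 0.096 to 1 and reversed with surrogate variables (1). The ER-UPR targets ranged from 0.0344 (no scaling) to 1 and passed with DESeq2 as well (0.0378). The acute phase ranged from 0.00233 (DESeq2) to 0.594 and passed with surrogate variables (0.0264).

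Complement and coagulation ranged from 2.41e-10 to 0.353 (camera 0.353), cholesterol biosynthesis from 3.3e-12 to 0.353 (camera 0.353) and fatty acid biosynthesis from 5.47e-08 to 0.353 (camera 0.353). Fatty acid catabolism ranged from 0.000784 to 0.664 (surrogate variables 0.664, camera 0.639) and the mitochondrial matrix from 0.000687 to 0.63 (camera 0.63). Oxidative phosphorylation ranged from 0.831 to 1 and reversed with the length offset (1). The mitochondrial genome ranged from 0.639 to 1 and reversed with surrogate variables (1) and with genes of adjusted p-value under 0.05 (1). The MUP genes of Figure 3f ranged from 1.39e-08 to 1 (surrogate variables 1, camera 0.398), all MUP genes from 1.3e-06 to 1 (surrogate variables 1, camera 0.488), the complement genes of Figure 3d from 1.57e-24 to 0.213 (camera 0.213) and the SREBP-2 genes of Figure 3e from 1.7e-10 to 0.353 (camera 0.353). ERAD ranged from 0.0589 to 1 and the mitochondrial ribosome from 0.481 to 1. Camera gave 3 sets an unadjusted p-value under 0.05 and none an adjusted one. Reactome members were matched for 68.2% of the ER-UPR set and 70.7% of oxidative phosphorylation, too few for that check to count.

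Of the genes of Figure 3 with an adjusted p-value under 0.05, surrogate variables left 0 of the complement list (19 at an unadjusted p-value under 0.05), 0 of the SREBP-2 list (10) and 0 of the MUP list (0), and the length offset left 7 complement genes and 2 MUP genes. Among the UPR and ISR genes, none had an adjusted p-value under 0.05 under the 5 alternatives for fits, with 0 to 2 at an unadjusted one. Near 0, the log2 fold change of *Ern1* reversed without scaling (0.022), that of *Eif2ak3* with the length offset (−0.004) and with surrogate variables (−0.164), and those of *Atf6* (−0.004) and *Bcl2l11* (−0.022) with surrogate variables. Of 135 comparisons of named genes and settings, which include these 5 reversals, 108 kept direction and side of the threshold, 19 were weaker, 3 stronger and 5 reversed.

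Score differences per mouse were compared by their unadjusted exact permutation p-value. Without scaling, those of all 23 sets rose by 0.04 to 0.044. This is an offset common to all sets, so the changes of side or sign that follow say nothing about the single sets, and the reversal of *Ern1* is of the same size. Those of nuclear speckles (0.114, p = 0.0184), ERAD (0.092, p = 0.00446) and ER-to-Golgi transport (0.071, p = 0.0111) came under 0.05, that of complement and coagulation (−0.177) went from p = 0.0245 to 0.0752, and that of oxidative phosphorylation reversed (0.041). With a prior count of 0.5, ERAD (0.049) went from p = 0.0502 to 0.0496.

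With each mouse left out in turn, the adjusted p-value of ER-to-Golgi transport ranged from 0.00492 to 0.1, of the ISR targets from 0.0255 to 0.559, of the ER-UPR targets from 0.0129 to 1.0, of the acute phase from 1.13e-06 to 0.446, of ERAD from 0.0666 to 0.469, of oxidative phosphorylation from 0.275 to 1.0, of the mitochondrial ribosome from 0.0304 to 1.0 and of the mitochondrial genome from 1.0 to 1.0, with a change of direction. The other sets stayed under 0.05, with 0.0479 (nuclear speckles) as the highest. The score differences ranged from 0.055 to 0.087 for nuclear speckles, 0.04 to 0.059 for ERAD, −0.26 to −0.131 for complement and coagulation, −0.469 to −0.149 for the acute phase, −0.038 to 0.031 for oxidative phosphorylation, −0.073 to −0.03 for the mitochondrial ribosome, −0.105 to −0.041 for the mitochondrial matrix and −0.924 to −0.575 for all MUP genes. The SREBP-2 list had 5 to 13 genes with an adjusted p-value under 0.05 and the MUP list 1 to 8. The UPR and ISR genes had 0 to 2 (0 to 4 at an unadjusted p-value), the 2 being *Atf6* and *Bcl2l11* without WT animal 06. The log2 fold change of *Ern1* ranged from −0.072 to 0.023 and of *Eif2ak3* from −0.001 to 0.08. Of 27 named genes, these included, 16 kept direction and side, 5 were weaker, 4 stronger and 2 reversed.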

Differences from the paper's values

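The paper's text does not list the members of its terms, so the adjusted p-values compared in this part are of sets with the same name. For mRNA surveillance the value was 0.000134 and the paper's is 3.22e-4; for stress granules it was 0.00223 and the paper's is 4.15e-2; and for nuclear speckles it was 0.0227 and the paper's is 3.87e-3. For the ubiquitin system the value was 0.000366 and the paper's for ubiquitin-dependent catabolism is 2.02e-9. For ER-to-Golgi transport the value was 0.0366 and the paper's is 8.42e-3, and for the mitochondrial matrix it was 0.000618 and the paper's is 2.00e-9. For these 6 sets none of the alternatives set before the data were examined came within 1.5 times the paper's value. For mRNA surveillance, stress granules, nuclear speckles and ER-to-Golgi transport, the alternatives lay on both sides of it. For ERAD the value was 0.219 and the paper's is 4.30e-2. DESeq2 (0.0592) and library size as the only scaling (0.0589) came within 1.5 times the paper's value without reaching 0.05, and the other alternatives did not (values over all alternatives 0.0589 to 1).

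The remaining values are shown only in a figure and are given on the −log10 scale. A value was taken to differ where one p-value was more than 1.5 times the other. For cholesterol biosynthesis the −log10 of the adjusted p-value was 10.0 here and is about 11 in the paper's Fig. 3c, read by eye. For complement and coagulation it was 8.59 and is about 7.3 in Fig. 3c, read by eye. For fatty acid biosynthesis it was 5.8 and is about 5.1 in Fig. 3c, read by eye, and for fatty acid catabolism it was 2.25 and is about 4.9 in Fig. 3c, read by eye. For fatty acid catabolism none of the alternatives set before the data were examined closed the gap. By the same rule none did for the other 3 terms, but a reading by eye is coarser than the rule, so values near it cannot be told apart from the paper's. Cholesterol biosynthesis was 11.3 without scaling and 11.5 with DESeq2, complement and coagulation 6.9 without scaling, and fatty acid biosynthesis 5.52 with 10 counts in every sample.

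The paper lists ERAD among the increased terms, and here its set was not enriched. It shows *Acat1* among the decreased SREBP-2 genes in Figure 3e, and here its unadjusted p-value was 0.116, with a log2 fold change of −0.25. This p-value was above 0.05 in each of its 14 alternatives and of the 18 fits that each left out one mouse, with 0.0764 as the lowest.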

Other observations

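The tests of the per-mouse slope on length, of the 10 Mb region around *Rps2*, of the fasting score as a covariate and of the set medians over random splits (apart from the lists of Figure 3) were fixed before their results were seen, and the other tests of this part afterwards. The fasting score as a covariate and the windows of 1, 2 and 5 Mb were themselves chosen after seeing the data.

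Of 100 splits of the 18 mice into 10 and 8, only the real split (1 of 100) gave as many as 1910 genes with an adjusted p-value under 0.05, and only the real one (1 of 100) as many as 3953 at an unadjusted p-value under 0.05. The other splits had 0 genes with an adjusted p-value under 0.05, and a median of 619 and at most 2250 at an unadjusted one. A set median as far from 0 was given by 1 split, the real one, for mRNA surveillance, stress granules, the ubiquitin system, complement and coagulation, fatty acid biosynthesis and all MUP genes, and by 2 splits for nuclear speckles, ER protein processing and cholesterol biosynthesis. It was more frequent for the ER-UPR targets (7), ERAD (9), the ISR targets (15), the proteasome (16), the mitochondrial matrix (17), the mitochondrial genome (19), fatty acid catabolism (27), ER-to-Golgi transport (36), the mitochondrial ribosome (43), the acute phase (44) and oxidative phosphorylation (87).

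As strong an enrichment by Fisher's exact test was given by 1 split for mRNA surveillance and the ubiquitin system, 2 for stress granules and fatty acid biosynthesis, 3 for cholesterol biosynthesis and 4 for ER-to-Golgi transport. It was given by 5 for complement and coagulation, 7 for ERAD and the mitochondrial matrix, 8 for nuclear speckles and all MUP genes, 9 for fatty acid catabolism, 10 for ER protein processing, 14 for the proteasome, 28 for the ER-UPR targets and the mitochondrial ribosome, 38 for the ISR targets, 42 for oxidative phosphorylation and 67 for the acute phase. The mitochondrial genome had no lower gene in the real split, so its count of 100 was fixed and decides nothing. Outside the lists of Figure 3, few sets were thus matched by fewer than 5 splits on both measures. These were mRNA surveillance, stress granules, the ubiquitin system, cholesterol biosynthesis and fatty acid biosynthesis. The paper reported terms like these as enriched on the real split, so their selection favours the real split. Each of the other sets outside those lists cannot be told apart from a random grouping of the mice on at least 1 measure. The lists of Figure 3 gave 1 split by median and 1 by enrichment for the complement genes, 2 and 4 for the SREBP-2 genes and 2 and 6 for the MUP genes. The paper drew the complement and MUP lists from its own calls on the real split, so the counts of these lists decide nothing. It took the SREBP-2 list from an earlier study, and fewer than 5 splits matched that list on both measures. Many of its genes also belong to the cholesterol biosynthesis set, so it is not a separate result.

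Fold changes rose with transcript length (Spearman's rho 0.25 across genes, which are not independent replicates) and fell with GC content (rho −0.21). The slope of expression on length per mouse was 0.03 ± 0.032 (SD, n = 10) in A226Y and −0.038 ± 0.04 (SD, n = 8) in WT mice (two-sided exact permutation test, p = 0.000594), which is consistent with a length-dependent bias that differs between the genotypes. The slope on GC content was −0.027 ± 0.079 and 0.034 ± 0.059 (exact permutation test, p = 0.0897). A226Y animal 29 had a slope of 0.181 and the other 9 A226Y mice lay between −0.098 and −0.003, so the test leaves a GC bias between the genotypes open. Of the 1910 genes called, 939 were still called after the length correction and 993 after the GC correction. About as many were lost as kept. The corrections can also take up depth and scale, so these counts do not separate either bias from other causes. Neither bias can be excluded as a part of the difference. A biological difference that favours long genes would have the same form, and the correction would remove it too.

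The genes near *Rps2* were examined because the embryonic stem cells came from another mouse strain than C57BL/6, so that the region around the targeted locus may still carry sequence of that strain after the backcross. Within 10 Mb of *Rps2*, which was itself left out after a first look that included it, 50 of 273 genes had an adjusted p-value under 0.05 (18.3%), against 14.2% elsewhere (one-sided Fisher's exact test, p = 0.0369). This p-value ranged from 4.21e-05 (length offset) to 0.106 (no scaling) over 5 other settings. Within 1 Mb, 21 of 58 genes passed (36.2%, p = 2.65e-05), and the p-value ranged from 2.45e-08 to 0.00526 over those settings. Of these, *Atp6v0c* had the lowest adjusted p-value (0.000159, log2 fold change −0.72, standard error 0.08) and *Meiob* the largest fold change (1.33 on the log2 scale, standard error 0.18, adjusted p = 0.000701), both named after their values were seen. With the surrogate variables, 5 of the 58 passed, *Atp6v0c*, *Meiob*, *Abca3*, *Rnps1* and *Pkmyt1*. A passenger region of the stem cell strain is a candidate explanation for these genes. An effect of the targeted locus on its neighbours, and of *Rps2*-A226Y itself, cannot be told apart from it in these mice.

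With the fasting score as a covariate, which fits 55.3% of the variance of genotype, 6 genes had an adjusted p-value under 0.05 and 1289 an unadjusted one. All 6 were among the 1910. *Atp6v0c*, *Rnps1*, *Rps2* and *Meiob* lie on chromosome 17 within 1 Mb of *Rps2*, and *Gm9825* and *Rims2* on chromosomes 6 and 15, all but *Rps2* named after their values were seen. Of the 13 SREBP-2 genes of Figure 3e with an unadjusted p-value under 0.05, 1 kept it (*Acly*), and the median of the list went from −0.80 to −0.39. The decrease of these genes may thus be shared with the fasting response. A score that follows the genotype can remove part of an effect of the genotype, so the fasting response and the genotype cannot be separated. The median of the MUP list became −0.08 and that of the complement list −0.18. *Sirt1* kept a log2 fold change of 0.23 (p = 0.0235, adjusted p = 0.437), which is not fully explained by the fasting score and did not pass the adjustment.

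Within genotypes, 22 relations between measures were computed, and none passed the Benjamini-Hochberg adjustment (lowest adjusted p 0.305 for Pearson's r and 0.175 for Spearman's rho). Among the 8 WT mice the MUP score fell with the fasting score (r = −0.80, exact permutation p = 0.0146, adjusted 0.305; rho −0.62, p = 0.115, adjusted 0.316), with r = −0.63 without the 2 mice farthest from the median. The complement score did so as well (r = −0.74, exact permutation p = 0.0402, adjusted 0.305; rho −0.76, p = 0.0368, adjusted 0.27), with r = −0.89 without such mice. Among the 10 A226Y mice, the relation of *Sirt1* and the SREBP-2 score was positive, without passing the adjustment (r = 0.44, permutation p = 0.199, adjusted 0.475; rho 0.54, p = 0.113, adjusted 0.316; r = 0.53 without the 2 mice farthest from the median). In the same mice the complement score of Figure 3d fell with *Sirt1* without passing the adjustment (r = −0.62, permutation p = 0.0538, adjusted 0.305; rho −0.76, p = 0.0159, adjusted 0.175; r = −0.51 without the 2 farthest). Among the WT mice the proteasome score rose with *Rps2*, also without passing it (r = 0.65, exact permutation p = 0.0555, adjusted 0.305; rho 0.86, p = 0.0107, adjusted 0.175; r = 0.85 without the 2 farthest). For the level of *Rps2* and *Sirt1* in the A226Y mice the values were near 0 (r = 0.05, permutation p = 0.894, adjusted 0.967; rho 0.04, p = 0.919, adjusted 0.992; r = 0.02 without the 2 farthest). The relation of *Rps2* with the SREBP-2 score was negative, and 10 mice leave it open (r = −0.34, permutation p = 0.341, adjusted 0.5; rho −0.54, p = 0.113, adjusted 0.316; r = −0.27 without the 2 farthest).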
